# The Transcription Factor Nfatc2 Regulates β-Cell Proliferation and Genes Associated with Type 2 Diabetes in Mouse and Human Islets

**DOI:** 10.1371/journal.pgen.1006466

**Published:** 2016-12-09

**Authors:** Mark P. Keller, Pradyut K. Paul, Mary E. Rabaglia, Donnie S. Stapleton, Kathryn L. Schueler, Aimee Teo Broman, Shuyun Isabella Ye, Ning Leng, Christopher J. Brandon, Elias Chaibub Neto, Christopher L. Plaisier, Shane P. Simonett, Melkam A. Kebede, Gloria M. Sheynkman, Mark A. Klein, Nitin S. Baliga, Lloyd M. Smith, Karl W. Broman, Brian S. Yandell, Christina Kendziorski, Alan D. Attie

## Abstract

Human genome-wide association studies (GWAS) have shown that genetic variation at >130 gene loci is associated with type 2 diabetes (T2D). We asked if the expression of the candidate T2D-associated genes within these loci is regulated by a common locus in pancreatic islets. Using an obese F2 mouse intercross segregating for T2D, we show that the expression of ~40% of the T2D-associated genes is linked to a broad region on mouse chromosome (Chr) 2. As all but 9 of these genes are not physically located on Chr 2, linkage to Chr 2 suggests a genomic factor(s) located on Chr 2 regulates their expression in *trans*. The transcription factor *Nfatc2* is physically located on Chr 2 and its expression demonstrates *cis* linkage; *i*.*e*., its expression maps to itself. When conditioned on the expression of *Nfatc2*, linkage for the T2D-associated genes was greatly diminished, supporting *Nfatc2* as a driver of their expression. Plasma insulin also showed linkage to the same broad region on Chr 2. Overexpression of a constitutively active (ca) form of *Nfatc2* induced β-cell proliferation in mouse and human islets, and transcriptionally regulated more than half of the T2D-associated genes. Overexpression of either ca-Nfatc2 or ca-Nfatc1 in mouse islets enhanced insulin secretion, whereas only ca-Nfatc2 was able to promote β-cell proliferation, suggesting distinct molecular pathways mediating insulin secretion *vs*. β-cell proliferation are regulated by NFAT. Our results suggest that many of the T2D-associated genes are downstream transcriptional targets of NFAT, and may act coordinately in a pathway through which NFAT regulates β-cell proliferation in both mouse and human islets.

## Author Summary

Genome-wide association studies (GWAS) and linkage studies provide a powerful way to establish a causal connection between a gene locus and a physiological or pathophysiological phenotype. We wondered if candidate genes associated with type 2 diabetes in human populations, in addition to being causal for the disease, could also be intermediate traits in a pathway leading to disease. In addition, we wished to know if there were any regulatory loci that could coordinately drive the expression of these genes in pancreatic islets and thus complete a pathway; i.e. Driver → GWAS candidate expression → type 2 diabetes. Using data from a mouse intercross between a diabetes-susceptible and a diabetes-resistant mouse strain, we found that the expression of ~40% of >130 candidate GWAS genes genetically mapped to a hot spot on mouse chromosome 2. Using a variety of statistical methods, we identified the transcription factor *Nfatc2* as the candidate driver. Follow-up experiments showed that overexpression of *Nfatc2* does indeed affect the expression of the GWAS genes and regulates β-cell proliferation and insulin secretion. The work shows that in addition to being causal, GWAS candidate genes can be intermediate traits in a pathway leading to disease. Model organisms can be used to explore these novel causal pathways.

## Introduction

Human genome-wide association studies (GWAS) have identified genetic variation at >130 loci that is associated with various traits linked to the development of T2D. The vast majority of the T2D-associated SNPs occur in intergenic or intronic regions, implying that they are involved in gene regulation. Specific candidate genes have been suggested to mediate the association between the T2D-associated SNPs and T2D risk. Recent studies have shown that many of the T2D-associated candidate genes primarily affect the health and function of pancreatic islet cells [1]. Thus, understanding the relationship between their functional role in pancreatic islets, and proximity to T2D-associated loci is critically important.

Genetic association is defined as a causal relationship between genetic variation at a locus and a disease phenotype. However, despite the large number of loci that are associated with T2D, collectively they account for only ~10% of the genetic variability of the disease [2]. This “hidden heritability” has been attributed to the inability to detect rare alleles and/or epistasis [3]. It is also possible that dysregulation of pathways leading to T2D occur in many different ways and thus do not reflect genetic variation at a single locus.

We and others have explored the high heritability of mRNA abundance [4–7]. In these studies, we have identified expression quantitative trait loci (eQTLs), which control the expression level or abundance of one or more mRNAs as quantitative traits. These traits show high heritability and provide a means to identify sets of co-regulated genes that are often associated with common physiological pathways. When the expression of a group of mRNAs map to a common locus, we can hypothesize that the associated genes are co-regulated at that locus.

We previously identified eQTLs in an obese F2 mouse population derived from diabetes-susceptible and diabetes-resistant founder strains [8]. We performed genome-wide expression profiling from pancreatic islets and determined the genetic architecture of all islet mRNA transcripts showing heritability in this F2 population. Approximately 10% of the transcripts that showed genetic regulation in mouse islets, demonstrated linkage to the region in the genome where the gene encoding the transcript physically resides; *i*.*e*. *cis* or proximal eQTLs. The remaining ~90% mapped to a region where the encoding gene does not reside *(i*.*e*. *trans* or distal eQTLs). Often, *trans*-eQTLs co-mapped to a common locus, giving rise to *trans*-eQTL hot spots that potentially link to a common regulator. We recently used this approach to identify a bile acid transporter in pancreatic islets as a strong candidate for an islet eQTL hot spot on the distal end of Chr 6 [8].

Here we asked if the expression of T2D-associated candidate genes from human GWAS are subject to coordinate regulation in pancreatic islets. Our model system was an F2 intercross between a diabetes-resistant (B6) and a diabetes-susceptible (BTBR) mouse strain [9]. Approximately 500 F2 mice were made genetically obese in response to the leptin mutation (*Lep*^*ob/ob*^), and all mice were sacrificed at 10 weeks of age in order to collect their pancreatic islets for transcriptomic profiling. An interactive database of our gene expression and diabetes-related clinical phenotypes is provided at http://diabetes.wisc.edu/.

We identified *Nfatc2* as a strong candidate for the transcriptional regulation of the T2D-associated genes, and responsible for an underlying islet eQTL hot spot on Chr 2. Many of the T2D-associated candidate genes whose expression mapped in *trans* to a broad region on Chr 2, were regulated by *Nfatc2* in both mouse and human islets. In addition to transcriptionally regulating the expression of a large number of the GWAS gene candidates, the overexpression of *Nfatc2* induced β-cell proliferation. Our results suggest that *Nfatc2* is a key regulator of β-cell proliferation and function that may in part reflect the coordinate regulation within islets of candidate genes associated with T2D in human studies.

## Results

### Identification of gene candidates linked to T2D from human GWAS

In order to ask if T2D-associated gene candidates from human studies showed coordinate regulation in mouse islets, we first generated a list of gene candidates, and identified their mouse homologues**.** A catalog of published human GWAS loci was downloaded from the National Human Genome Research Institute (http://ebi.ac.uk/gwas). Approximately 300 separate entries (corresponding to 136 distinct genomic loci) were associated with the Disease/Trait, “Type 2 diabetes”, resulting in a list of 150 reported genes (S1 Table). We identified 141 mouse homologues to these human genes, 129 of which were represented on the gene array used for the islet eQTL analysis in our F2 mouse study. We emphasize that these are reported gene candidates that are linked to the genomic loci associated to human T2D risk. Importantly, a disease-associated SNP may not necessarily influence the nearest gene, as is the case for obesity-associated SNPs within the *FTO* gene, which appear to influence the expression of a more distal gene, *IRX3* [10, 11]. However, for our eQTL analysis, we included all genes reported to be associated with T2D.

### Chr 2 is a hotspot for regulation of the T2D GWAS candidates in mouse

Approximately 60% of the transcripts encoded by mouse homologues of the T2D human GWAS candidates showed a significant eQTL (LOD ≥ 5) at one or more loci across the genome (Fig 1A). The vast majority of these eQTLs were distal, or *trans*-eQTLs, implying a regulatory factor controlling the expression of each transcript (S2 Table). Of the 205 eQTLs identified genome-wide, ~88% were *trans*-eQTLs with an average LOD score of ~9 (genome-wide *P* = 0.05). There were 25 eQTLs that were proximal, or *cis* to the encoding gene; the average LOD score for these *cis*-eQTL was ~40. Four loci were identified where >10 GWAS-associated eQTLs co-mapped to the same locus; chromosomes 2, 12, 13 and 17. A broad locus on Chr 2 showed the greatest number of co-mapping eQTLs, corresponding to >50 GWAS candidate genes.

**Fig 1:**
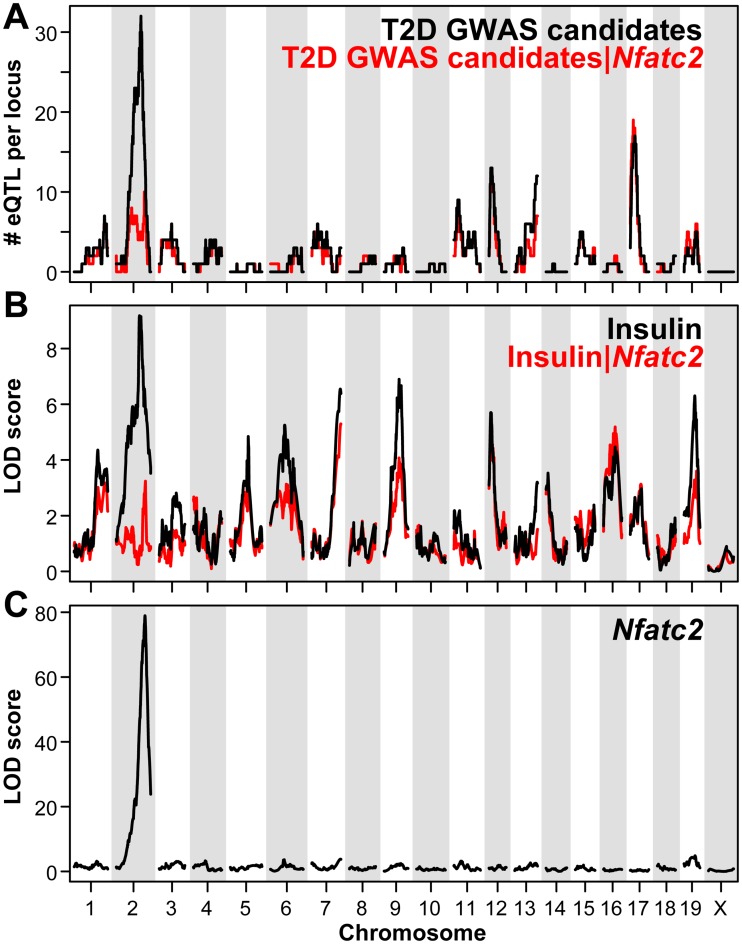
Genetic architecture of the islet expression of T2D GWAS gene candidates, plasma insulin, and *Nfatc2* in mice segregating for T2D. Panels illustrate the genome-wide LOD profiles for the islet expression of T2D GWAS gene candidates (**A**), fasting plasma insulin (**B**), or the islet expression of *Nfatc2* (**C**) in ~500 obese F2:B6-BTBR mice. T2D GWAS eQTLs are shown as the number of traits demonstrating linkage (LOD ≥ 5) to the same genomic locus (1.5 LOD support interval). Red traces in **A** and **B** illustrate QTLs for T2D GWAS gene candidates or plasma insulin, respectively, after conditioning on the *Nfatc2* *cis*-eQTL.

The gene that has the strongest association with T2D in humans is *TCF7L2* [12]. In the mouse, the gene for *Tcf7l2* is located on Chr 19 (Chr 10 in human), yet its expression maps in *trans* to Chr 2 at ~148 Mbp with a LOD score of ~9. Co-mapping with *Tcf7l2*, were ~50 other GWAS candidate genes, the majority of them mapping in *trans* to a broad region on Chr 2 (S1 Fig). The genotype dependence of the GWAS eQTLs showed that approximately half of them decreased expression with BTBR alleles; the remaining half showed increased expression with BTBR alleles (S2 Fig). In addition to the *trans*-eQTLs for the GWAS candidate genes, the strongest linkage to fasting plasma insulin in our F2 intercross occurred at a locus on Chr 2, ~148 Mb with a LOD of ~10 (Fig 1B).

### Nfatc2 is the top candidate regulator of the T2D GWAS candidates

One possible explanation for a group of genes demonstrating co-mapping *trans*-eQTLs is that the expression of a transcription factor is perturbed by a *cis*-acting variant, which in turn leads to a change in the expression of its target genes. The gene for the transcription factor *Nfatc2* is located at ~168 Mbp on Chr 2 and demonstrates a strong *cis*-eQTL with a LOD of ~80 (Fig 1C). To test whether variation in the GWAS candidate eQTLs can be explained by variation in *Nfatc2* expression, we considered a conditional QTL mapping analysis. In a conditional QTL analysis, a LOD profile is considered after regressing out the effect of another factor (e.g. another QTL or covariate) to assess the effect of the LOD profile once the effect of the factor has been removed. Specifically, for each GWAS eQTL, we first evaluated the LOD profile after regressing out the effect of *Nfatc2* expression. Upon doing so, the LOD score for 49 of the 54 GWAS-associated eQTLs was reduced on average by ~6 units (Fig 1A; see also S2 Table). We also evaluated the LOD profile of insulin after regressing out the effect of *Nfatc2* expression and again observed a significant decrease in the LOD profile for insulin (Fig 1B; see also S1B Fig). The dependence of the *trans*-eQTLs for the GWAS genes and the insulin QTL on *Nfatc2* is consistent with a pathway by which *Nfatc2* regulates the expression of the GWAS genes, which in turn influences plasma insulin in our obese B6:BTBR F2 mice.

To determine the specificity of Nfatc2’s effect on the GWAS eQTLs, we evaluated the potential influence of other transcription factors that demonstrated *cis* linkage on Chr 2. There are 36 genes with *cis*-eQTLs on Chr 2 that are known transcription factors, or annotated as playing a role in gene regulation (*e*.*g*., transcription or DNA binding). Conditional scans for the GWAS eQTLs were separately performed on each of these Chr 2 *cis*-eQTLs, and an overall influence score was computed. *Nfatc2* was the top-ranked transcription factor for having the largest impact on the co-mapping GWAS eQTLs (S3 Table). Our conditional analysis therefore supports *Nfatc2* as the most likely regulatory gene candidate mediating the *trans*-QTLs for the GWAS genes, as well as the QTL for plasma insulin.

The expression of *Nfatc2* is strongly linked to a single nucleotide polymorphism (SNP; rs3024096, ~167 Mb) between B6 and BTBR. This SNP results in reduced expression of *Nfatc2*, associated with the BTBR allele, yielding a ~2-fold difference between homozygous B6 *vs*. homozygous BTBR at the *Nfatc2* gene locus (S3 Fig). Further, sequencing of the BTBR genome identified two SNPs within the *Nfatc2* gene that yield a change in protein sequence relative to B6. A highly conserved proline (Pro^251^) is converted to a leucine (rs259322485), and a leucine (Leu^267^) is converted to a proline (rs27289000). These two residues flank the nuclear localization sequence, and thus may affect nuclear import of Nfatc2 following de-phosphorylation by calcineurin.

### NFATC2 is associated with human diabetes

Using LocusZoom [13], a visualization tool of publically-available GWAS data, we asked if SNPs near human *NFATC2* and *NFATC1* genes are associated with diabetes-related phenotypes (S4 Fig). Within a small interval of both genes, SNPs were identified that showed nominal association with fasting insulin levels in >50,000 non-diabetic individuals [14]. The nominal P-value for the SNPs associated with fasting insulin are ~10^−4^–10^−5^; these would not reach statistical significance once corrected for a genome-wide query, which usually require P-values of less than 5 x 10^−8^. However, by performing queries for a small number of SNPs, the penalty for multiple tests is greatly diminished, suggesting the fasting insulin-associated SNPs at the NFAT loci are significant. Our results showing that *trans*-eQTL linkages of the GWAS candidate genes to the *Nfatc2* locus in mouse is consistent with *NFATC2* association with diabetes traits in humans.

Previously, we performed RNA-sequencing of mouse islets with sufficient depth to quantify isoform-specific expression of all genes [15]. Islets from B6 mice express 3 isoforms of *Nfatc2*; variants 1, 2 and 4 in relative proportions of ~41%, ~5% and ~54% respectively (S4 Table). Six isoforms of *Nfatc1* are expressed (variants 1–6), with variants 1, 5 and 6 comprising >99% of the expressed isoforms. The most abundantly expressed *Nfatc1* variant (variant 1) is a smaller protein (703 amino acids) than the two abundantly expressed isoforms of *Nfatc2* (923 and 927 for variants 4 and 1 respectively). Among the four NFATc genes, *Nfatc3* showed the highest expression, whereas *Nfatc4* showed the lowest expression.

### Constitutively active NFAT induces β-cell proliferation

We examined the effects of the ca-NFATs on β-cell proliferation, insulin secretion, and the regulation of gene expression, including the T2D GWAS genes, in isolated mouse and human islets. We used the well-characterized constitutively active (ca) form of *Nfatc2*, where 12 serine residues are mutated to alanine in the N-terminal regulatory domain of the protein. In addition, we evaluated the effects of ca-Nfatc1, which had 17 serine residues mutated to alanine [16, 17]. We employed adenoviruses to overexpress the constitutively active mutants of mouse *Nfatc1* and *Nfatc2*. To mimic the relative abundance of the endogenously expressed NFAT isoforms, the viruses were generated from variant 1 for each gene; 703 amino acids for *Nfatc1* and 927 amino acids for *Nfatc2*. The protein sequences for the corresponding isoforms of mouse and human Nfatc1 and Nfatc2 are ~86% and ~90% identical respectively; all of the Ser residues that were mutated to Ala residues in each of the ca-NFAT mutants are identical between mouse and human (S5 Fig).

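Nfatc1 and Nfatc2 encode transcription factors that enter the nucleus when calcineurin removes phosphate from their serines. In RNA from whole mouse islets 48 hr after transduction, Nfatc1, which lies on chromosome 18 of mm10 from 80606205 to 80713071, was at 247 ± 49.3 normalized expected counts with GFP and 27619 ± 1971 with ca-Nfatc1 (mean ± SD, n = 5 islet pools). Its log2 fold change was 6.82 (standard error 0.18, limma adjusted p = 1.31e-15), and it was higher with ca-Nfatc1 on 5 of 5 days. Nfatc2, on chromosome 2 of mm10 from 168476410 to 168601657, was at 566 ± 108 with GFP and 58496 ± 18871 with ca-Nfatc2 (mean ± SD, n = 5). Its log2 fold change was 6.66 (standard error 0.18, limma adjusted p = 2.71e-15), again with a rise on 5 of 5 days. Among the ca-Nfatc2 libraries, Nfatc2 ranged from 37600.0 to 89098, with the highest value in replicate 4. The difference between the ca-Nfatc2 and ca-Nfatc1 islets was 7.06 on the log2 scale for Nfatc2 (limma adjusted p = 3.45e-14) and -6.54 for Nfatc1 (limma adjusted p = 4.05e-14). Each gene thus stood out in the islets labelled with its own virus. The values are summed per gene, so transcripts of the virus and of the islets' own gene are not separated.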

The adenoviruses increased the expression (S6A Fig) and protein levels (S6B Fig) of ca-Nfatc1 and ca-Nfatc2 in mouse islets. The overexpression of either ca-mutant did not induce the expression of the other; *i*.*e*., ca-Nfatc1 did not induce endogenous *Nfatc2* and ca-Nfatc2 did not induce endogenous *Nfatc1*. 

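The islets' own Nfatc2 can be read only where its virus was absent, in the ca-Nfatc1 islets, and the same holds for Nfatc1 in the ca-Nfatc2 islets. With ca-Nfatc1, Nfatc2 was at 427 ± 73.7 normalized expected counts (SD, n = 5). This was -0.40 on the log2 scale against GFP (standard error 0.18) and did not pass the threshold (limma adjusted p = 0.0691), although Nfatc2 was lower than with GFP on 5 of 5 days. With the day as a replicate block the limma adjusted p was 0.0125. Leaving out GFP replicate 1, ca-Nfatc1 replicate 3, ca-Nfatc2 replicate 1 or ca-Nfatc2 replicate 4 gave a limma adjusted p of 0.0251, 0.0343, 0.0369 and 0.0254, in that order. With ca-Nfatc2, Nfatc1 was at 305 ± 88.7 (SD, n = 5), a log2 difference of 0.28 (standard error 0.18, limma adjusted p = 0.168). It was higher on 5 of 5 days, and the difference passed without ca-Nfatc2 replicate 1 (limma adjusted p = 0.00944).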

The expression of *Nfatc4*, the NFATc gene with the lowest overall endogenous expression, was induced ~3.5 (*P* < 10^−4^) and 4.8-fold (*P* < 0.02) in response to ca-Nfatc1 and ca-Nfatc2 respectively, although it remained the lowest expressed gene, despite the induction evoked by the ca-NFATs.

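Nfatc4, the member of the calcineurin-regulated NFAT genes with the lowest values, was at 16.4 ± 2.88 normalized expected counts with GFP, 56.4 ± 12.0 with ca-Nfatc1 and 78.5 ± 46.1 with ca-Nfatc2 (SD, n = 5). The ratio of the group means to GFP was 3.45 for ca-Nfatc1 and 4.80 for ca-Nfatc2. On the log2 scale the rises were 1.72 (standard error 0.28, limma adjusted p = 5.35e-05) and 2.04 (standard error 0.28, limma adjusted p = 5.62e-06), each on 5 of 5 days. Nfatc3, an isoform of the same calcineurin-regulated group, went from 1216 ± 60.4 with GFP to 1361 ± 58.0 and 1496 ± 57.0 with the ca-NFATs. These were smaller rises of 0.16 (limma adjusted p = 0.0143) and 0.30 (limma adjusted p = 7.35e-05). Nfat5, the family member that responds to osmotic stress and lacks the calcineurin docking region, was at 2646 ± 172 with GFP and 3061 ± 605 with ca-Nfatc1, which did not pass (log2 fold change 0.19, limma adjusted p = 0.287). With ca-Nfatc2 it was at 2114 ± 597 (log2 fold change -0.36, limma adjusted p = 0.0388), but this fall was on 4 of 5 days and was lost without GFP replicate 1, GFP replicate 2, GFP replicate 3, GFP replicate 5, ca-Nfatc2 replicate 1, ca-Nfatc2 replicate 3, ca-Nfatc2 replicate 4 or ca-Nfatc2 replicate 5, with a limma adjusted p of 0.0524, 0.0673, 0.0606, 0.0794, 0.061, 0.0587, 0.117 and 0.0865 in that order, and when the libraries were scaled to equal totals (limma adjusted p = 0.0968). Rcan1, which NFAT induces and which inhibits calcineurin, rose from 494 ± 48.6 to 5129 ± 559 with ca-Nfatc1 (log2 fold change 3.37, limma adjusted p = 2e-10) and 6822 ± 3376 with ca-Nfatc2 (log2 fold change 3.67, limma adjusted p = 4.96e-11). Ppp3r1, the regulatory subunit of calcineurin, rose by 0.88 and 0.89 (limma adjusted p = 4.83e-10 and 3.06e-10). Of 19 genes of the NFAT family and the calcineurin pathway, which include Nfatc1 and Nfatc2, 9 were higher and 2 lower (9 and 2 adjusted over the list alone) with ca-Nfatc1. The numbers with ca-Nfatc2 were 9 and 5 (9 and 5 adjusted over the list alone). Of all genes tested, 56.79% were changed with ca-Nfatc1 and 68.57% with ca-Nfatc2, so these numbers do not set the list apart. The list mean, which holds Nfatc1 and Nfatc2, was higher with either (exact permutation test, two-sided, p = 0.00794 for each). By camera with a preset correlation between genes the list was not called (adjusted p = 0.0807 and 0.223).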

Overexpression of ca-Nfatc2 induced a ~20-fold and ~3-fold increase in the incorporation of [^3^H]-thymidine into DNA in mouse and human islets, respectively (Fig 2A). Whereas ca-Nfatc2 was a very potent mitogen in mouse islets, ca-Nfatc1 did not induce cellular proliferation in mouse islets. In contrast, ca-Nfatc1 was effective to stimulate proliferation in human islets, yielding a ~2-fold increase in [^3^H]-thymidine incorporation into human islet DNA.

**Fig 2:**
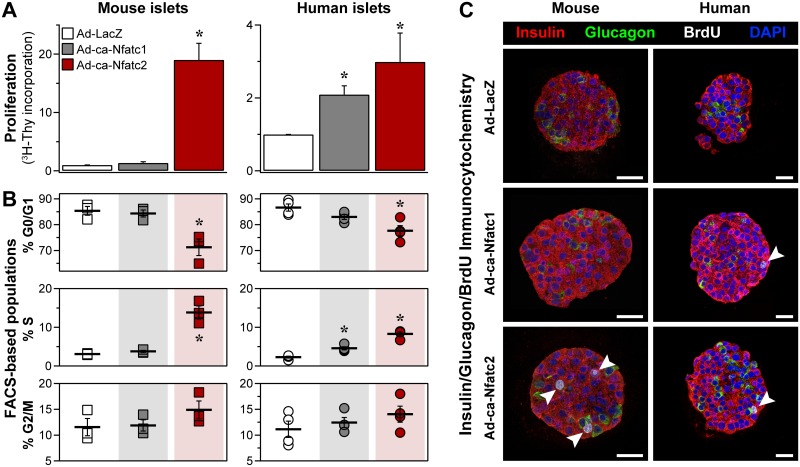
NFAT triggers β-cell proliferation in mouse and human islets. Adenoviruses (Ad) were used to overexpress constitutively active (ca) *Nfatc1* or *Nfatc2* in human and mouse islets; Ad-LacZ was used as the negative control. Cellular proliferation was monitored by incorporation of [^3^H]-thymidine into islet DNA (**A**), FACS-based analysis of cell cycle phases (**B**), and incorporation of BrdU (white arrow heads) into islet cells that were co-stained for insulin or glucagon to identify β-cells and α-cells respectively (**C**). Thymidine incorporation measurements were conducted on 5 and 3 separate mouse and human islet preparations, respectively. Immunofluorescent images are representative of >30 islets (BrdU) per adenoviral treatment collected from 5 mice, or 3 human islet preparations. FACS analysis of mouse islets was performed on three separate occasions, each using a pool of ~300 islets per mouse (B6) collected from 5 or more mice per adenoviral treatment; analysis of human islets was performed on 4 separate human donor preparations, each with >6000 islets per adenoviral treatment. *, *P* < 0.05 relative to LacZ for N ≥ 3. Scale bars in C, 25 μm.

To further investigate the effect of the ca-NFAT isoforms on islet cellular proliferation, we analyzed the cell cycle profile of dispersed mouse and human islet cells by flow cytometry. Both ca-Nfatc1 and ca-Nfatc2 significantly increased the proportion of human islet cells in the S-phase of the cell cycle (Fig 2B). In mouse islets, ca-Nfatc2 increased the proportion of cells in S-phase from ~2% to ~14%; ca-Nfatc1 did not stimulate S-phase progression in mouse islets, consistent with our measurements of [^3^H]-thymidine incorporation into DNA in human *vs*. mouse islets (Fig 2A). To identify the cell type within the islet that is induced to replicate by ca-NFAT, we used the incorporation of BrdU into DNA to mark newly proliferated cells, coupled with hormone-specific immunohistochemistry to label α-cells (glucagon) *vs*. β-cells (insulin). As illustrated by the islet sections in Fig 2C, ca-Nfatc1 and ca-Nfatc2 enhanced the proliferation of the β-cells in human islets. In mouse islets, only ca-Nfatc2 was sufficient to promote cellular proliferation, and did so predominantly in β-cells.

To extend our observations that ca-Nfatc2 induces β-cell proliferation, mouse islets were evaluated for two additional markers of proliferation; Ki67, a nuclear antigen present during all phases of the cell cycle, and pHH3 (S10), a selective marker for M-phase progression. Consistent with cell quiescence, control islets showed minimal BrdU incorporation, and no Ki67 (S7A Fig) or pHH3 (S10) (S7B Fig) immunoreactivity. In contrast, ca-NFATc2 induced BrdU incorporation in β-cells, many of which were positive for Ki67 and pHH3 (S10). The expression of 53BP1, a mediator of DNA damage response [18], was not different between control *vs*. Nfatc2-treated islets (S7C Fig). No BrdU^+^/53BP1^+^ nuclei were observed in response to ca-Nfatc2. These results suggest that ca-NFAT expression selectively promotes cellular proliferation through M-phase progression and not DNA-damage repair pathways.

### Constitutively active NFAT stimulates insulin secretion from mouse islets

To determine whether ca-NFAT influences β-cell function, we measured insulin secretion following ca-NFAT overexpression. In mouse islets, ca-Nfatc1 and ca-Nfatc2 significantly enhanced insulin secretion in response to high glucose (16.7 mM), or a depolarizing concentration of KCl (40 mM) in the presence of low glucose (Fig 3A). The ca-NFAT-induced increase in insulin secretion from mouse islets was not due to a change in islet insulin content (Fig 3B), suggesting that the insulin secretory cascade was specifically enhanced by ca-NFAT. In contrast to mouse islets, glucose or KCl-induced insulin secretion from human islets was not improved, but more importantly, the overexpression of either ca-NFAT did not cause any functional impairment in islet function (Fig 3C). Total insulin content in human islets was unaffected by ca-NFAT (Fig 3D).

**Fig 3:**
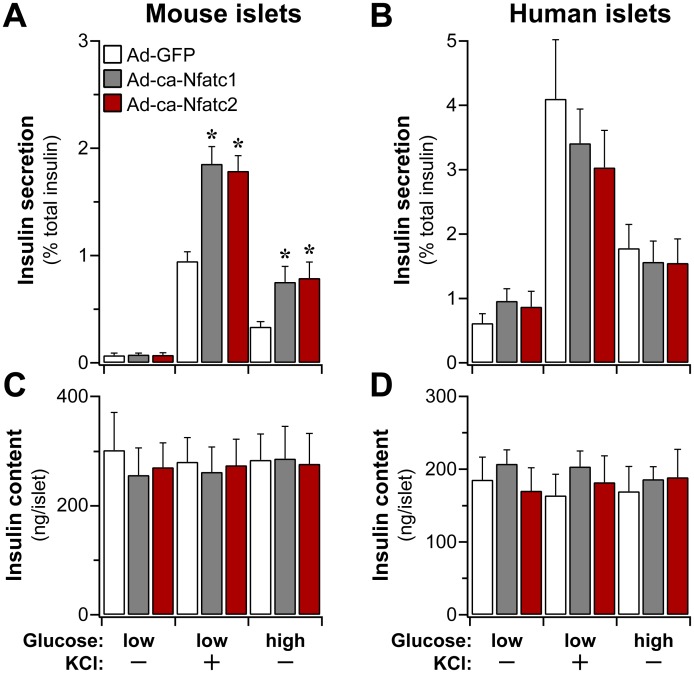
The effect of ca-NFAT on insulin secretion from mouse and human islets. Insulin secretion (**A** and **B**) and islet insulin content (**C** and **D**) were determined from mouse and human islets 72 hr after overexpression of ca-Nfatc1 or ca-Nfatc2 by adenovirus (Ad); Ad-GFP was used as the negative control. Islets were maintained in low glucose (1.7 or 3.3 mM), until changed to media containing secretagogues, as indicated. Insulin secretion was induced with high glucose (16.7 mM) or low glucose plus KCl (40 mM). Secretion is plotted as percent of total insulin present within the islets. All measurements show the mean ± SEM of N ≥ 4 independent mouse or human islet preparations. *, *P* < 0.05 relative to Ad-GFP.

### Constitutively active NFAT regulates gene expression in mouse islets

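Insulin, glucagon and the other islet hormones are among the most abundant transcripts of an islet. Together Ins1, Ins2, Gcg, Iapp, Sst, Ppy and Pyy took 11.3% ± 1.18 of all normalized expected counts with GFP, 7.17% ± 0.926 with ca-Nfatc1 and 5.38% ± 1.01 with ca-Nfatc2 (SD, n = 5 libraries per group). The share of the 7 together was lower with either ca-NFAT in every library than in every GFP library (exact permutation test, two-sided, p = 0.00794 for each, the smallest that 5 against 5 allow). For Ins1 and Ins2 alone, a ca-Nfatc1 library reached 5.58%, above the lowest GFP library at 4.56%. The ca-Nfatc2 libraries were at 4.52% or less. In limma Ins2 did not pass with ca-Nfatc1 and was lower with ca-Nfatc2. Krt19, a keratin of the pancreatic duct, moved the other way and rose from 26.5 ± 9.12 to 1293 ± 247 normalized expected counts with ca-Nfatc1 (log2 fold change 5.61, limma adjusted p = 4.26e-11). It does not stand for duct genes as a set. Of 8 tested, 4 were higher and 2 lower with ca-Nfatc1, with a median log2 fold change of 0.231. The 15 libraries came from islets pooled on each of 5 days and split over the 3 viruses, so each day gave 1 library per virus and the replicate number stands for the day. The authors mapped the reads to the mm10 refseq transcripts with bowtie, estimated expected counts per gene with RSEM and divided them by a median-by-ratio size factor per library. These normalized expected counts, as deposited, are the values given here. From the smallest step in each library's values, the depth came to 13.36 to 18.87 M expected counts with GFP, 15.32 to 21.13 M with ca-Nfatc1 and 13.52 to 19.84 M with ca-Nfatc2, with no difference that passed (exact permutation test, p = 0.349 and 0.444 against GFP). Log2 values of the counts plus 1 were tested in limma for the 14151 genes with a 75th percentile above 10, in 1 fit of all 15 libraries without a day term. A fold change on this scale understates the change of genes with low counts. Genes with an adjusted p under 0.05 are called higher, lower, raised or changed, and standard errors are those of limma. Gene lists were also compared as the mean log2 value per library, by an exact permutation test of 5 libraries against 5 that was chosen after seeing the data.

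**Figure D1:**
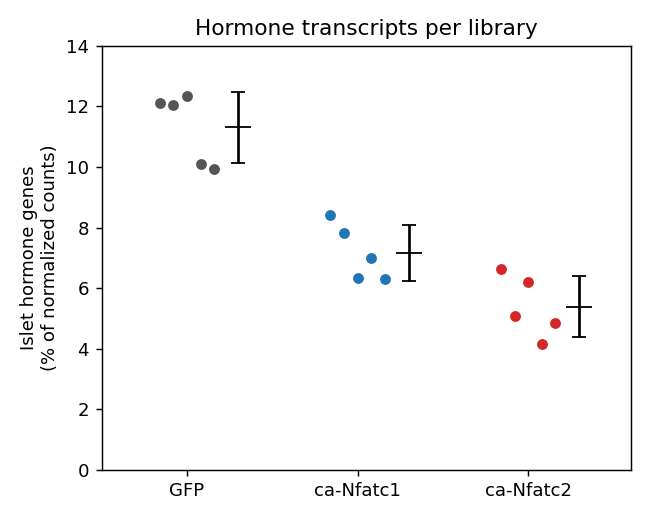
Share of all normalized expected counts taken by 7 islet hormone genes in each library (percent), by virus, with each point a library and the bar the mean ± SD of 5. The GFP libraries lie between 9.94% and 12.3%, above the ca-Nfatc1 libraries (6.30% to 8.41%) and the ca-Nfatc2 libraries (4.16% to 6.62%).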

To identify target genes that potentially mediate the effect of NFAT on β-cell proliferation and insulin secretion, we performed RNA sequencing of mouse islets 48 hr after overexpressing ca-Nfatc1, ca-Nfatc2, or GFP. Of the ~20,300 transcripts identified, ~8,800 were differentially expressed (DE) by one or both ca-NFATs compared to GFP. These DE genes tended to follow one of 4 distinct patterns of regulation (Fig 4): **A**) DE in response to ca-Nfatc1 alone; **B**) DE in response to ca-Nfatc2 alone; **C**) DE in response to both ca-Nfatc1 and ca-Nfatc2 equal in magnitude and direction; or **D**) DE in response to both ca-Nfatc1 and ca-Nfatc2, but unequal in magnitude or direction.

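S100a5, which encodes a calcium-binding protein of the S100 family, had the largest rise with ca-Nfatc1 among genes with a mean of at least 100 normalized expected counts, from 0.775 ± 1.21 to 1215 ± 141 (SD, n = 5; log2 fold change 9.64, standard error 0.29, limma adjusted p = 1.08e-14). Arg2, the mitochondrial arginase, rose from 8.97 ± 2.59 to 2368 ± 285 (log2 fold change 7.94, limma adjusted p = 1.11e-16), and the monocarboxylate transporter gene Slc16a14 by 8.53 (limma adjusted p = 6.83e-14). The homeobox gene Gbx1 rose by 8.00, and 5430421N21Rik, 1700016C15Rik, Sec14l3 and Dkkl1 by 8.19, 7.79, 7.73 and 7.55. With ca-Nfatc2, Acan, the proteoglycan aggrecan of cartilage, rose from 1.68 ± 1.27 to 1489 ± 772 (log2 fold change 9.16, limma adjusted p = 1.4e-13). Spink5, a serine protease inhibitor of epithelia, rose by 9.13 (limma adjusted p = 1.05e-16). Apoa1, the main protein of high-density lipoprotein, rose by 8.77, and Cilp2 and Mug1 by 9.32 and 8.74. The 2 largest rises with ca-Nfatc2, of 1810009J06Rik (10.07) and Gm2663 (9.96), belong to genes of the trypsin family, whose transcripts share parts of their sequence. Genes of the heat shock response were among the largest falls. Hspa1b, an inducible Hsp70, fell from 11045 ± 2788 to 649 ± 158 with ca-Nfatc1 (log2 fold change -4.09, limma adjusted p = 1.54e-11) and 403 ± 132 with ca-Nfatc2 (log2 fold change -4.80, limma adjusted p = 1.46e-12). It is nearly identical to its neighbour Hspa1a (-3.24 and -3.86), so the split of reads between them is uncertain. Peg10, an imprinted gene derived from a retrotransposon, was changed by -4.10 and -3.96. Pdk4, which restrains pyruvate oxidation, was changed by -3.28 and -4.15, and the endothelin gene Edn3 by -3.45 and -4.12. Avpr1b, a vasopressin receptor, was changed by -3.30 and -3.79. With ca-Nfatc1 alone among the 8 largest falls were Anxa10 (-2.97) and Sema6a (-2.93), and with ca-Nfatc2 alone Tmsb15b2 (-3.36) and Ghsr. Each of these rises and falls passed and was in the same direction on 5 of 5 days. Of the 14151 genes tested, 4015 were higher and 4022 lower with ca-Nfatc1, and 5055 were higher and 4648 lower with ca-Nfatc2. A change of at least 2-fold was reached by 1554 and 571 genes with ca-Nfatc1 and by 1851 and 1026 with ca-Nfatc2. By limma's F test, 10989 genes were changed by either ca-NFAT.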

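Erbb2, a receptor tyrosine kinase of the epidermal growth factor family, followed pattern A and rose with ca-Nfatc1 from 19.4 ± 4.50 to 91.6 ± 33.1 normalized expected counts (SD, n = 5; log2 fold change 2.14, standard error 0.29, limma adjusted p = 5.79e-06). With the day as a replicate block it was also higher with ca-Nfatc2 (limma adjusted p = 0.045), which ends pattern A for it. Tnf, a cytokine that NFAT induces in T cells, followed pattern C and rose from 19.6 ± 8.58 to 1378 ± 396 with ca-Nfatc1 and 1601 ± 901 with ca-Nfatc2. Its rises were 6.12 and 6.24 (limma adjusted p = 7.57e-12 and 5.01e-12), and the difference between the ca-NFATs of 0.11 did not pass (limma adjusted p = 0.778). Tnfsf8, the CD30 ligand of activated T cells, followed pattern D, with rises of 3.06 and 7.63 and a difference of 4.57 between the ca-NFATs (limma adjusted p = 1.67e-11). Csf1r, the receptor for a macrophage growth factor, followed pattern B (log2 fold change 1.97, limma adjusted p = 1.29e-05) with no change past the threshold with ca-Nfatc1 (limma adjusted p = 0.496). Its values with ca-Nfatc2 were spread widely, at 443 ± 348 against 93.7 ± 12.3 with GFP. Between the ca-NFATs, the largest differences toward ca-Nfatc2 after Nfatc2 were in Pgr15l (5.20) and 4833423E24Rik (4.90), followed by Bpifb1 (4.60), a secreted protein of airway epithelium, and Tnfsf8, Spink5 (4.51), Dtl and Cilp2 (4.37). Toward ca-Nfatc1 they were in Nccrp1 (-5.36), Gbx1 (-4.90), Krt19 (-4.53), Lrp4 (-3.60), an agrin receptor, Dkkl1 (-3.51), Slc16a14 (-3.49) and Vwce (-3.41). Patterns A, B and D required the difference between the ca-NFATs to pass, and pattern C that it did not. So defined, 1005 genes followed pattern A (534 higher and 471 lower), 2273 pattern B (1290 and 983), 3271 pattern C (1528 and 1743) and 3300 pattern D. Of the last, 472 were changed in opposite directions. A further 1320 of the 11169 genes changed in either contrast fitted no pattern, since the contrasts did not decide between them. Between the ca-NFATs, 3335 genes were higher with ca-Nfatc2 and 3639 higher with ca-Nfatc1.

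**Figure D2:**
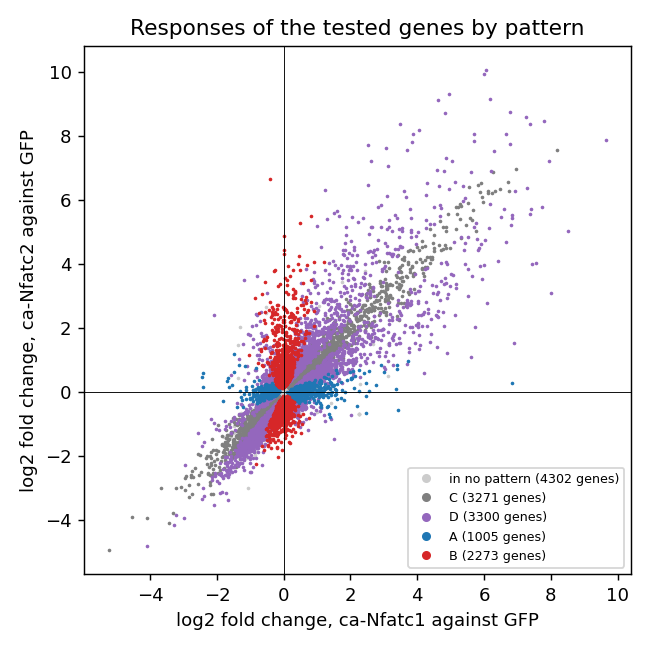
Log2 fold change against GFP with ca-Nfatc1 (x axis) and ca-Nfatc2 (y axis) of each of the 14151 genes tested, coloured by pattern (A, B, C, D or none). Most genes changed by both lie near the diagonal, and the 472 opposite genes of pattern D lie in the upper left and lower right.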

**Fig 4:**
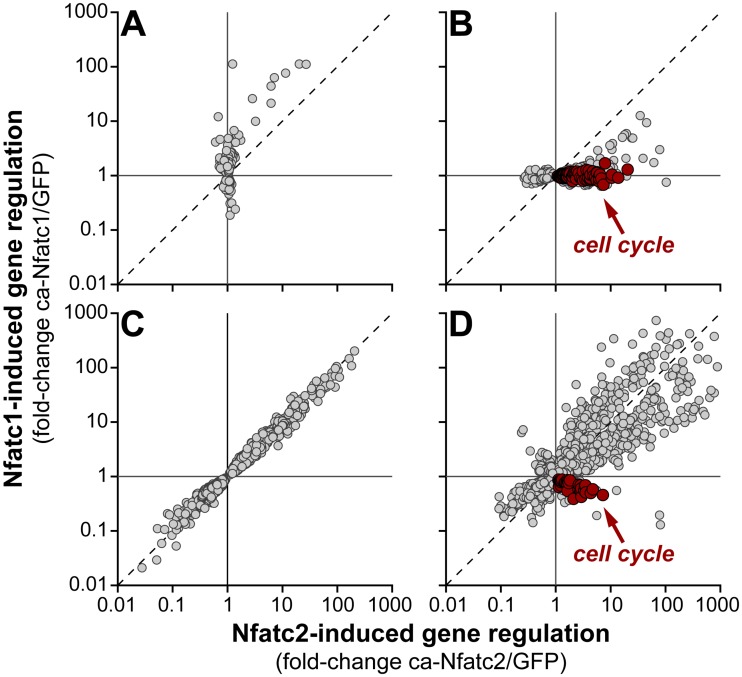
Nfatc1 *vs*. Nfatc2-mediated gene regulation in mouse islets. Whole-islet RNA-sequencing was used to profile gene expression 48 hr after overexpression of ca-Nfatc1, ca-Nfatc2 or GFP (negative control). Genes that were differentially expressed (DE) were classified into one of 4 distinct patterns (relative to GFP): **A**, DE in response to ca-Nfatc1 only (518 genes); **B**, DE in response to ca-Nfatc2 only (1580 genes); **C**, equally DE for ca-Nfatc1 and ca-Nfatc2 (2293 genes); and **D**, unequally DE for ca-Nfatc1 and ca-Nfatc2 (2621 genes). Gene sets enriched with cell cycle regulatory transcripts are highlighted in red. Expression values for all genes and isoforms are contained within S7 Table.

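Idi1, which makes a building block of cholesterol, rose with both ca-NFATs, from 521 ± 23.9 normalized expected counts to 2763 ± 232 with ca-Nfatc1 (log2 fold change 2.40, limma adjusted p = 1.99e-12) and 6275 ± 1200.1 with ca-Nfatc2 (SD, n = 5; log2 fold change 3.56, limma adjusted p = 9.13e-15). Muc1, a mucin of duct epithelium, rose by 5.75 and 5.05 (limma adjusted p = 2.5e-10 and 1.14e-09). Isl1, a transcription factor of endocrine cells, rose with both but unequally, by 2.06 with ca-Nfatc1 and 0.50 with ca-Nfatc2 (limma adjusted p of the difference = 1.14e-08). The log2 fold changes had the same sign in 77.3% of the genes tested, against 66.7% in simulated unchanged groups that share the GFP libraries. The same 3111 genes were higher with both and 2988 lower with both, where 1434 and 1321 would be shared by independent lists of these sizes. Across the 14151 genes, Pearson's r of the log2 fold changes was 0.829 and Spearman's rho 0.756. Genes are not independent replicates, and the shared GFP libraries alone gave r = 0.493 in simulated unchanged groups. The covariance was 0.983 against 0.0157 in the simulation. With the GFP libraries split into 2 and 3, r was 0.787 to 0.813 and the covariance 0.954 to 0.972 over 20 splits. In these splits 2448 to 2600 genes were higher with both and 2064 to 2365 lower with both, where independent lists would share 1047 to 1204 and 775 to 964. Simulated unchanged groups shared 0 genes. In the authors' deposited table, made from the same libraries, the EBSeq posterior probabilities put 8863 genes under 0.01 for no change. Of these, 8849 also passed limma's F test, which 2140 more genes passed. Of the genes that the authors' deposited table puts in patterns A, B, C and D, 485, 1498, 2197 and 2514 had the same pattern from limma.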

Consistent with our observation that only ca-Nfatc2 is a potent β-cell mitogen in mouse islets, one DE gene set (Fig 4B) was highly enriched (*P* < 10^−17^) for genes associated with the cell cycle, including *Mki67*, the cyclins E1, E2 and A2, mini-chromosome maintenance (Mcm) 2, 3, 4, 5 and 7, *Survivin*, *Aurka*, and *Foxm1*. Most of these cell cycle associated genes (~85) included in this DE pattern were induced ~2-fold or more in response to ca-Nfatc2, while remaining unaffected by ca-Nfatc1.

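Mki67, the gene of the Ki-67 antigen of cycling cells, rose with ca-Nfatc2 from 113 ± 23.4 to 1189 ± 293 normalized expected counts (SD, n = 5; log2 fold change 3.37, standard error 0.17, limma adjusted p = 7.26e-12), on 5 of 5 days. With ca-Nfatc1 it was at 104 ± 13.0, a difference that did not pass (log2 fold change -0.11, limma adjusted p = 0.576). The S phase cyclin Ccna2 rose from 61.1 ± 16.5 to 414 ± 139 (log2 fold change 2.72, limma adjusted p = 1.1e-08). Ccne1 and Ccne2, cyclins of the G1/S transition, rose by 2.23 and 1.23 (limma adjusted p = 2.58e-10 and 2.87e-09). The replicative helicase genes Mcm2, Mcm3, Mcm4, Mcm5 and Mcm7 rose by 1.47, 2.104, 0.89, 2.05 and 0.99, in that order. Birc5, which encodes Survivin of the chromosomal passenger complex, rose from 23.8 ± 4.26 to 153 ± 54.8 (log2 fold change 2.58, limma adjusted p = 4.2e-09). Aurka, a kinase of the mitotic spindle, rose by 0.94 (limma adjusted p = 0.00086) and Foxm1, a transcription factor of G2/M genes, by 1.86 (limma adjusted p = 5.53e-07). All 12 were higher with ca-Nfatc2 (12 adjusted over the list alone) and differed between the ca-NFATs, and 0 passed with ca-Nfatc1 (0 adjusted over the list alone and 0 at an unadjusted limma p under 0.05). Under quantile normalization alone, Ccne2, Mcm2, Aurka and Foxm1 were lower with ca-Nfatc1 (limma adjusted p = 0.0164, 0.0271, 0.0239 and 0.00563), and without ca-Nfatc1 replicate 3 Ccne1 was higher (limma adjusted p = 0.0312). The study chose these genes on the same libraries, so they are not independent evidence. Lists of S phase and G2/M genes from single-cell work were set beside them. Of 43 S phase genes, 23 fell in pattern B (odds ratio 6.06, Fisher's exact test, two-sided, adjusted p = 1.62e-07 over 28 lists). Of 54 G2/M genes, 30 did (odds ratio 6.60, Fisher's exact test, adjusted p = 9.16e-10). These lists also hold genes that the study named, such as Mcm2 and Mki67. Fisher's test takes genes as independent, which genes of a list need not be. The paper had found that of the 2 factors ca-Nfatc2 raised proliferation in mouse islets, and it reads the cell cycle genes of this pattern as matching that finding.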

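Bub1, a kinase of the spindle checkpoint, had the largest rise with ca-Nfatc2 among the G2/M genes, from 13.8 ± 3.51 to 644 ± 133 normalized expected counts (SD, n = 5; log2 fold change 5.46, standard error 0.19, limma adjusted p = 4.3e-14). Clspn, which mediates the S phase checkpoint, rose most among the S phase genes, from 13.8 ± 9.04 to 189.5 ± 41.1 (log2 fold change 3.95, limma adjusted p = 6.49e-08), and the nuclease gene Exo1 rose as well (log2 fold change 3.35, limma adjusted p = 3e-09). Top2a, the topoisomerase of dividing cells, rose by 3.09 (limma adjusted p = 4.28e-10). Of 43 S phase genes, 37 were higher and 2 lower with ca-Nfatc2, and of 54 G2/M genes 45 were higher and 1 lower (the same numbers adjusted over the list alone). The list mean was higher on 5 of 5 days by 1.10 to 1.41 on the log2 scale for S phase genes and by 1.52 to 2.12 for G2/M genes (exact permutation test, two-sided, p = 0.00794 for each list, the smallest that 5 against 5 allow). Ubr7 (log2 fold change -0.30, limma adjusted p = 0.000865), a ubiquitin ligase gene of the S phase list, went against this. With ca-Nfatc1, 9 S phase genes were higher and 9 lower (9 and 9 adjusted over the list alone), and 8 and 11 of the G2/M genes (8 and 10 adjusted over the list alone). The list means did not differ from GFP (exact permutation test, p = 0.762 and 0.571), although for the G2/M genes the median was -0.18 and the mean 0.05. Without GFP replicate 3 the G2/M mean was higher than with GFP (p = 0.0476 by the exact test), and with the day as a replicate block 10 G2/M genes were higher and 17 lower. Some genes of these lists rose with ca-Nfatc1 too. Ndc80, of the kinetochore, rose to 744 ± 81.3 from 35.1 ± 7.61 (log2 fold change 4.39, limma adjusted p = 1.61e-13), and Bub1 rose by 2.37 (limma adjusted p = 5.18e-09). Fam64a, which acts at the end of mitosis, rose by 2.63 (limma adjusted p = 2.97e-07), and Cdc20, which activates the anaphase complex, from 16.8 ± 6.90 to 58.4 ± 11.4 (limma adjusted p = 0.00011). In the S phase list Gmnn, which blocks replication licensing, rose by 1.59 (limma adjusted p = 6.17e-09) and the histone chaperone gene Chaf1b by 1.01 (limma adjusted p = 9.22e-06). Of all 97 genes, 53 were in pattern B and 52 of these were higher with ca-Nfatc2, 40 of them by at least 2-fold. Another 16 were higher with both ca-NFATs. By camera, with a preset correlation between genes, both lists were raised by ca-Nfatc2 (adjusted p = 1.82e-08 for S phase and 1.14e-09 for G2/M genes). Neither call held, with adjusted p = 0.221 with an estimated correlation for S phase genes and adjusted p = 0.254 with an estimated correlation for G2/M genes.

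**Figure D3:**
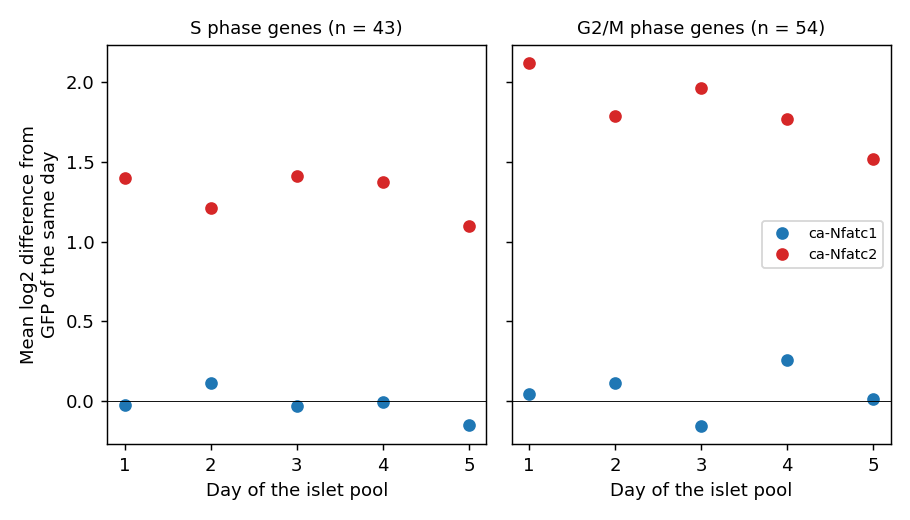
Mean log2 difference from the GFP library of the same day over the 43 S phase genes and the 54 G2/M genes, for ca-Nfatc1 and ca-Nfatc2, with each point a day. The ca-Nfatc2 points lie at 1.10 or above on each of 5 days, and the ca-Nfatc1 points between -0.16 and 0.26.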

There was one other DE gene set that was significantly enriched for genes associated with the cell cycle (*P* < 10^−4^); genes that were *induced* by ca-Nfatc2, but *suppressed* by ca-Nfatc1 (Fig 4D). This gene set included *Aurkb*, *E2F1*, *3* and *7*, *Tcf19*, *Ezh2*, *Pola1*, and *Cdk4*, among others. 

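Hmgb2, a chromatin protein of dividing cells, was among the genes moved apart by the ca-NFATs, at 449 ± 43.9 normalized expected counts with GFP, 255 ± 34.7 with ca-Nfatc1 and 741 ± 174 with ca-Nfatc2 (SD, n = 5). The fall of -0.82 with ca-Nfatc1 (limma adjusted p = 5.01e-05) and the rise of 0.70 with ca-Nfatc2 (limma adjusted p = 0.000179) were each on 5 of 5 days. Areg, the growth factor amphiregulin, also fell with ca-Nfatc1 (log2 fold change -1.08, limma adjusted p = 6.75e-05) and rose with ca-Nfatc2 (log2 fold change 0.80, limma adjusted p = 0.000832), so the set is not one of cell cycle genes alone. In all, 321 genes were higher with ca-Nfatc2 and lower with ca-Nfatc1, and 151 the reverse (503 and 253 with the day as a replicate block). The 321 held 7 of the 43 S phase genes (odds ratio 8.54, Fisher's exact test, two-sided, adjusted p = 0.000431 over 28 lists), 7 of the 54 G2/M genes (odds ratio 6.54, adjusted p = 0.00144), 4 of 16 G1 cyclin and kinase genes (odds ratio 14.5, adjusted p = 0.00213) and 4 of 22 glycolysis genes (odds ratio 9.68, adjusted p = 0.00644). Some of these members were named by the study on the same libraries. They are E2f1, E2f3 and Cdk4 in the G1 list, Dtl and Pola1 in the S phase list, and Cdca2 and Kif23 in the G2/M list. Fisher's test also takes genes as independent, which genes of a list need not be.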

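E2f7, a repressor among the E2F factors, fell from 40.0 ± 4.48 normalized expected counts with GFP to 20.4 ± 7.46 with ca-Nfatc1 (SD, n = 5; log2 fold change -0.999, standard error 0.20, limma adjusted p = 0.000417) and rose to 141 ± 22.1 with ca-Nfatc2 (log2 fold change 1.78, limma adjusted p = 4.67e-07). E2f3, an activator of S phase genes, was changed by -0.38 and 0.67 (limma adjusted p = 0.00288 and 9.08e-06). Tcf19, a factor of late G1 linked to T2D, went from 92.4 ± 9.19 to 62.6 ± 14.1 with ca-Nfatc1 (log2 fold change -0.58, limma adjusted p = 0.00263) and to 314 ± 48.0 with ca-Nfatc2 (log2 fold change 1.75, limma adjusted p = 8.36e-09). Ezh2, the methyltransferase of the Polycomb complex, was changed by -0.36 and 0.58 (limma adjusted p = 0.00437 and 4.93e-05), and Cdk4, the kinase of G1, by -0.28 and 0.25 (limma adjusted p = 0.00133 and 0.00203). E2f1 and Pola1, of DNA polymerase alpha, rose with ca-Nfatc2 by 0.76 and 0.85 (limma adjusted p = 4.59e-06 and 1.46e-07), and their falls with ca-Nfatc1 did not hold without some of the libraries. The fall of E2f1 (log2 fold change -0.29, limma adjusted p = 0.0237) was lost without GFP replicate 1, GFP replicate 2 or ca-Nfatc1 replicate 5, with a limma adjusted p of 0.0653, 0.0506 and 0.075 in that order, and with libraries scaled to equal totals (limma adjusted p = 0.0528). That of Pola1 (log2 fold change -0.24, limma adjusted p = 0.0304) was lost without GFP replicate 1, GFP replicate 4, GFP replicate 5, ca-Nfatc1 replicate 1, ca-Nfatc1 replicate 3 or ca-Nfatc1 replicate 5, with a limma adjusted p of 0.0688, 0.0579, 0.0611, 0.0673, 0.0753 and 0.0702 in that order, and with equal totals (limma adjusted p = 0.0921). Aurkb, the kinase that corrects attachments to the spindle, rose with ca-Nfatc2 from 9.51 ± 6.59 to 68.9 ± 10.5 (log2 fold change 2.94, limma adjusted p = 1.11e-06). At 4.33 ± 2.02 with ca-Nfatc1 it did not pass (log2 fold change -0.85, limma adjusted p = 0.0522), but did with the day as a replicate block (limma adjusted p = 0.0243), under quantile normalization (limma adjusted p = 0.000223) and without GFP replicate 2, GFP replicate 4, ca-Nfatc1 replicate 2 or ca-Nfatc1 replicate 3 (limma adjusted p = 0.039, 0.0101, 0.0328 and 0.0359, in that order). Of these 8 genes, 7 were lower with ca-Nfatc1 (8 adjusted over the list alone) and 8 were higher with ca-Nfatc2 (8 adjusted over the list alone). The study chose them on these libraries, so they are not independent evidence.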

The expression of these and ~20 additional cell cycle genes identified in this DE pattern were all suppressed in response to ca-Nfatc1 and induced in response to ca-Nfatc2.

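Ung, which removes uracil from DNA, fell with ca-Nfatc1 from 40.4 ± 6.77 to 24.2 ± 5.02 normalized expected counts (SD, n = 5; log2 fold change -0.73, limma adjusted p = 0.00342) and rose to 84.0 ± 20.9 with ca-Nfatc2 (log2 fold change 1.02, limma adjusted p = 0.000136). Each change was on 5 of 5 days. Slbp, which binds histone mRNA in S phase, was lower with ca-Nfatc1 (log2 fold change -0.63, limma adjusted p = 1.49e-05) but was not raised by ca-Nfatc2 (log2 fold change -0.01, limma adjusted p = 0.96). Rangap1, of the nuclear pore and kinetochore, did the same (-0.91 with limma adjusted p = 6.31e-08, and -0.04 with limma adjusted p = 0.656). Of the 97 S phase and G2/M genes, 14 were lower with ca-Nfatc1 and higher with ca-Nfatc2. Between the ca-NFATs, 37 of 43 S phase genes were higher and 3 lower (37 and 3 adjusted over the list alone) with ca-Nfatc2 than with ca-Nfatc1, and 49 and 0 of 54 G2/M genes (49 and 0 adjusted over the list alone). The mean of either list differed between the ca-NFATs on 5 of 5 days (exact permutation test, two-sided, p = 0.00794 for each). By camera, calls that held with an estimated correlation were found in this difference alone, for S phase genes (adjusted p = 0.0484 with an estimated correlation), for G1 cyclin and kinase genes (0.00897) and for the study's lists of Fig 5A (0.0159), Fig 4B (0.0159) and Fig 4D (0.00779). The call of the G2/M list (camera adjusted p = 1.28e-22 with a preset correlation) was lost with an estimated one (0.0818).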

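Kntc1, a kinetochore gene of the spindle checkpoint, had the largest fall with ca-Nfatc1 among the 20 cell cycle genes of Fig 5A, from 107 ± 12.9 to 41.4 ± 4.56 normalized expected counts (SD, n = 5; log2 fold change -1.34, standard error 0.16, limma adjusted p = 1.72e-06), on 5 of 5 days. Espl1, the separase that frees sister chromatids, fell from 23.9 ± 4.45 to 10.1 ± 3.93 (log2 fold change -1.22, limma adjusted p = 0.000308), and Cdca2, which targets a phosphatase to chromatin at the end of mitosis, from 21.4 ± 3.52 to 10.6 ± 1.88 (log2 fold change -0.95, limma adjusted p = 0.000374). Spag5, a spindle protein, and Mcm10, which starts replication forks, fell by 0.93 and 0.83 on the log2 scale (limma adjusted p = 0.013 and 0.00178). Dtl, which directs licensing factors to destruction, fell by 0.79 (limma adjusted p = 0.000767), the kinesin gene Kif23 by 0.79 (limma adjusted p = 0.00364) and the condensin gene Ncapg by 0.71 (limma adjusted p = 0.0118). The fall of Cdt1, a licensing factor, was -0.52 on the log2 scale (limma adjusted p = 0.0173) and was lost without GFP replicate 3 (limma adjusted p = 0.0542). That of the kinetochore gene Cenpk (log2 fold change -0.70, limma adjusted p = 0.0184) was lost without GFP replicate 1, ca-Nfatc1 replicate 3 or ca-Nfatc1 replicate 5 (limma adjusted p = 0.0536, 0.0537 and 0.0543, in that order). With Tcf19 and E2f1, 12 of the 20 were lower with ca-Nfatc1 (13 adjusted over the list alone) and 0 were higher (0 adjusted over the list alone and 0 at an unadjusted limma p under 0.05). Those that did not pass included Pcna, the sliding clamp of replication (log2 fold change 0.13, limma adjusted p = 0.19), and the mitotic cyclin genes Ccnb1 (log2 fold change -0.44, limma adjusted p = 0.235) and Ccnb2 (log2 fold change -0.60, limma adjusted p = 0.0967). Pcna was higher with equal library totals and without ca-Nfatc1 replicate 3 (limma adjusted p = 0.0327 and 0.0493), and both cyclins were lower under quantile normalization (limma adjusted p = 0.0291 and 0.00448). The study chose the 20 on these libraries, so the count is not independent evidence.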

To further investigate the significance of the small set of cell cycle genes that were induced by ca-Nfatc2 but suppressed by ca-Nfatc1 in mouse islets (Fig 5A), we asked if they were regulated by the ca-NFAT mutants in human islets (Fig 5B). In human islets, the expression of many of the cell cycle genes was induced by ca-Nfatc1, in parallel with the ability of ca-Nfatc1 to induce β-cell proliferation (Fig 2). 

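In mouse islets, Cdk1, the kinase that drives entry into mitosis, had the largest rise with ca-Nfatc2 among the genes of Fig 5A, from 24.7 ± 7.00 to 358 ± 109 normalized expected counts (SD, n = 5; log2 fold change 3.797, standard error 0.24, limma adjusted p = 2.47e-10), on 5 of 5 days. Its partner Ccnb1 rose from 24.8 ± 9.32 to 155 ± 70.0 (log2 fold change 2.55, limma adjusted p = 9.08e-07) and Ccnb2 from 19.4 ± 7.35 to 98.8 ± 45.9 (log2 fold change 2.24, limma adjusted p = 3.14e-06). Dtl rose from 20.8 ± 4.28 to 267 ± 37.2 (log2 fold change 3.63, limma adjusted p = 3.98e-12). Ncapg, Mcm10, Cdca2 and Cdt1 rose by 2.22, 2.08, 2.05 and 1.78 on the log2 scale, and Spag5, Cenpk, Kif23 and Espl1 by 1.67, 1.52, 1.50 and 1.50. Kntc1 rose by 1.03 (limma adjusted p = 2.57e-05) and Pcna by 0.92 (limma adjusted p = 2.02e-08). All 20 genes were higher with ca-Nfatc2 than with GFP and than with ca-Nfatc1, each on 5 of 5 days against GFP (20 adjusted over the list alone in either contrast). The difference between the ca-NFATs was largest for Dtl (log2 fold change 4.42, limma adjusted p = 6.96e-12).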

In mouse and human islets, these genes were induced by ca-Nfatc2. In addition to the gene expression changes illustrated in Fig 5, several other cell cycle associated transcripts were identified that showed differential regulation by the ca-NFATs in mouse *vs*. human islets, including *Ccnd1*, *Cdkn1c*, *Plk5* and *Nr4a1* (S8 Fig). Some of these genes are known negative regulators of cell cycle progression (e.g., *Plk5*, *Cdkn1c*), and were induced by ca-Nfatc1 in mouse islets, but not in human islets. 

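Ccnd1, the cyclin D1 that carries mitogen signals into the cycle, fell with ca-Nfatc1 from 2189 ± 196 to 1198 ± 80.5 normalized expected counts (SD, n = 5; log2 fold change -0.87, standard error 0.07, limma adjusted p = 1.59e-08), on 5 of 5 days. With ca-Nfatc2 it was at 2045 ± 174, which did not pass (log2 fold change -0.10, limma adjusted p = 0.25), and the difference between the ca-NFATs did (log2 fold change 0.77, limma adjusted p = 2.02e-07). Myc, which drives growth and entry into S phase, rose with ca-Nfatc2 from 356 ± 72.7 to 5041 ± 564 (log2 fold change 3.84, limma adjusted p = 1.52e-14) and less with ca-Nfatc1, to 561 ± 22.6 (log2 fold change 0.68, limma adjusted p = 0.000106). Its paralog Mycn rose by 1.27 with ca-Nfatc1 and 1.21 with ca-Nfatc2 (limma adjusted p = 0.000193 and 0.000225). Skp2, which marks the inhibitor p27 for destruction, rose by 0.84 and 1.70 (limma adjusted p = 1.61e-05 and 1.47e-09). Ccnd2, the main D cyclin of the mouse beta cell, fell with both (log2 fold change -0.39, limma adjusted p = 0.000316 for ca-Nfatc1 and -0.88, limma adjusted p = 1.28e-08 for ca-Nfatc2). Of 16 G1 cyclin and kinase genes, 3 were higher and 9 lower (3 and 9 adjusted over the list alone) with ca-Nfatc1. The numbers with ca-Nfatc2 were 11 and 2 (11 and 2 adjusted over the list alone), and between the ca-NFATs 13 and 1 (13 and 1 adjusted over the list alone). The list mean was lower with ca-Nfatc1 and higher with ca-Nfatc2 on 5 of 5 days (exact permutation test, two-sided, p = 0.0159 and 0.00794). By camera the rise with ca-Nfatc2 was called with a preset correlation between genes (adjusted p = 0.0196) and not with an estimated one (0.221). The fall with ca-Nfatc1, -0.09 in the mean, was not called by camera (adjusted p = 0.342 preset and 0.591 estimated).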

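Cdkn1c, which encodes the inhibitor p57, rose with ca-Nfatc1 from 19.0 ± 4.25 to 189 ± 24.0 normalized expected counts (SD, n = 5; log2 fold change 3.26, standard error 0.18, limma adjusted p = 3.52e-11), on 5 of 5 days. It rose less with ca-Nfatc2, to 35.2 ± 8.30 (log2 fold change 0.85, limma adjusted p = 0.000401), a rise lost under quantile normalization (limma adjusted p = 0.0763). Plk5, a kinase-dead member of the Polo family, rose with ca-Nfatc1 from 16.4 ± 5.61 to 38.4 ± 7.68 (log2 fold change 1.22, limma adjusted p = 0.00169) and fell with ca-Nfatc2 to 8.40 ± 3.77 (log2 fold change -0.90, limma adjusted p = 0.0111). Other inhibitors moved in the same direction with both. Cables1, which keeps Cdk2 phosphorylated, rose by 1.81 with ca-Nfatc1 and 2.06 with ca-Nfatc2 (limma adjusted p = 1.1e-09 and 1.45e-10). Wee1, which holds Cdk1 inactive, was changed by -1.25 and -0.92 (limma adjusted p = 2.45e-09 and 1.03e-07), and the stress gene Gadd45g by -1.09 and -1.48. Cdkn2b, the inhibitor p15, and Cdkn1b, the inhibitor p27, were lower with ca-Nfatc2 (log2 fold change -1.19, limma adjusted p = 1.67e-08 for the first, -0.93, limma adjusted p = 1.8e-08 for the second). Of 19 inhibitor genes, 5 were higher and 8 lower (5 and 8 adjusted over the list alone) with ca-Nfatc1, and with ca-Nfatc2 6 and 12 (6 and 12 adjusted over the list alone). The list mean was higher with ca-Nfatc1 on 5 of 5 days (0.20, exact permutation test, two-sided, p = 0.00794) while the median was -0.11, and it was lower with ca-Nfatc2 on 5 of 5 days (-0.17, p = 0.00794 by the same exact test). By camera the list was not called with ca-Nfatc1 (adjusted p = 0.638 with a preset correlation between genes and 0.898 with an estimated one) or with ca-Nfatc2 (0.0817 and 0.254).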

In summary, one or more of these key cell cycle genes that showed differential regulation by ca-Nfatc1 in mouse and human islets may explain its ability to promote islet cell proliferation.

**Fig 5:**
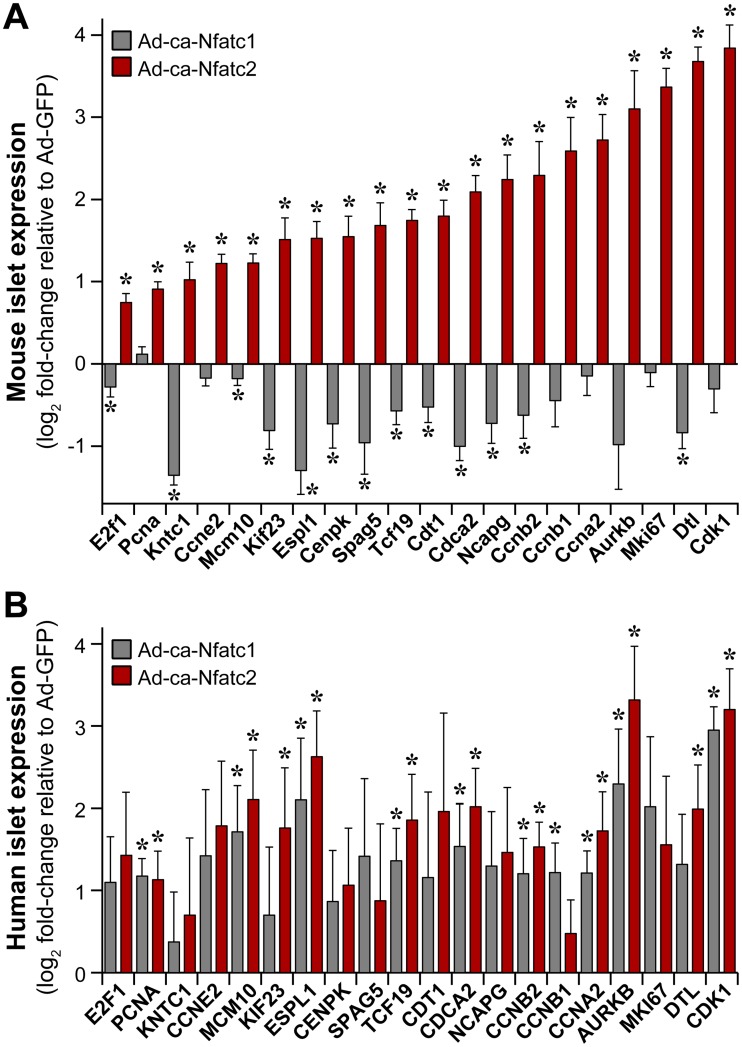
Nfatc1 differentially regulates cell cycle genes in mouse and human islets. The regulation of expression for selected cell cycle genes is illustrated in mouse (**A**) and human (**B**) islets following overexpression of either ca-Nfatc1 or ca-Nfatc2. The data is plotted as the log_2_ fold-change in expression relative to that measured in Ad-GFP (negative control) treated islets. Mouse expression values were obtained from whole-islet RNA-sequencing; human expression values were determined by qPCR. *, *P* < 0.05 relative to negative control. N = 5 for mouse islets; N ≥ 3 for human islets.

### Constitutively active NFAT regulates the expression of human T2D GWAS genes in mouse and human islets

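Etv1, an ETS transcription factor of islets near a T2D signal, fell from 1856 ± 194 normalized expected counts to 437 ± 46.1 with ca-Nfatc1 (log2 fold change -2.08, limma adjusted p = 4.41e-13) and 417 ± 21.1 with ca-Nfatc2 (SD, n = 5; log2 fold change -2.15, limma adjusted p = 2.76e-13). Gipr, the receptor of the incretin GIP, fell by 1.00 and 1.34 on the log2 scale (limma adjusted p = 3.64e-05 and 8.16e-07). Rbms1, an RNA-binding protein, rose with both by 1.00 and 1.16 (limma adjusted p = 6.02e-09 and 5.94e-10). Spry2, an inhibitor of growth factor signals, rose by 2.09 and 1.66 (limma adjusted p = 7.58e-11 and 1.38e-09). Of 141 mouse homologues of the T2D GWAS genes, 138 were found (2 by a synonym), 17 were below the filter and 121 were tested. With ca-Nfatc1, 30 were higher and 42 lower, and with ca-Nfatc2, 38 were higher and 44 lower. Together 93 of the 121, or 76.9%, were changed in a contrast against GFP. The same held for 78.9% of the other 14030 genes tested (odds ratio 0.886, 95% confidence interval 0.574 to 1.41, Fisher's exact test, two-sided, p = 0.576). Random lists of 121 genes matched on mean expression held a median of 96 changed genes, with 95% of the lists between 87 and 104. Lower with both were 34, or 28.1% against 21.1% of the others (p = 0.0725 by Fisher's test), a number that 4.18% of the matched random lists reached, and 26 were higher with both. With at least a 2-fold change in a contrast against GFP were 37, or 30.6% against 23.6% (p = 0.0852 by Fisher's test), and 1.83% of the random lists reached that number. These p values are not adjusted for the 8 definitions of a changed gene that were tested. The posterior probabilities of the authors' deposited table call 80 of the same 121 (66.1% against 62.6%, p = 0.452 by Fisher's test).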

Ca-NFAT significantly regulated the expression of 80 T2D GWAS gene candidates in mouse islets (Fig 6). Some genes showed exclusive regulation by one isoform (Fig 6A), whereas others are regulated by both isoforms (Fig 6B & 6C). For example, the expression of *Tcf19*, *Kif11*, *Prc1*, *Rnd3*, *Grb14*, *and Cenpw*, all genes associated with cell cycle regulation, were induced by ca-Nfatc2, while remaining unchanged in response to ca-Nfatc1 (Fig 6A). Likewise, *St6gal1*, *Tmem163*, *Tgfbr3*, *Map3k1* and *Tgfbr3* were all exclusively suppressed by ca-Nfatc2. 

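Rnd3, which relaxes the actin skeleton, rose with ca-Nfatc2 from 386 ± 73.5 to 752 ± 113 normalized expected counts (SD, n = 5; log2 fold change 0.97, limma adjusted p = 3.6e-06) and was at 392 ± 53.8 with ca-Nfatc1, which did not pass (limma adjusted p = 0.862). Arap1, a regulator of Arf proteins, rose with ca-Nfatc1 (log2 fold change 0.24, limma adjusted p = 0.00528), as did Rhou (log2 fold change 0.81, limma adjusted p = 2.88e-06), a gene induced by Wnt, while F3, the tissue factor of clotting, and Thada fell (log2 fold change -0.67, limma adjusted p = 1.29e-06 for the first, -0.25, limma adjusted p = 0.00355 for the second). Pex5l, a receptor for peroxisomal and channel proteins, rose with both, by 0.84 and 0.82 (limma adjusted p = 1.02e-09 and 1.13e-09). Of the genes that Fig 6A shows as higher with ca-Nfatc2, 4 of 5 followed pattern B and Tcf19 was also lower with ca-Nfatc1, and all 5 shown as lower with ca-Nfatc2 followed pattern B. Of those shown as higher with ca-Nfatc1, 3 of 4 followed pattern A and Tnrc6a was also higher with ca-Nfatc2 (log2 fold change 0.18, limma adjusted p = 0.0372), a rise lost without GFP replicate 2, GFP replicate 3, GFP replicate 4, ca-Nfatc2 replicate 1 or ca-Nfatc2 replicate 2 (limma adjusted p = 0.0789, 0.0732, 0.094, 0.0801 and 0.112, in that order). Of 39 genes tested of Fig 6B, 35 were lower with ca-Nfatc1 and 38 with ca-Nfatc2, and 21 differed between the ca-NFATs. All 24 tested of Fig 6C were higher with both, and 11 of them differed between the ca-NFATs.

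**Figure D4:**
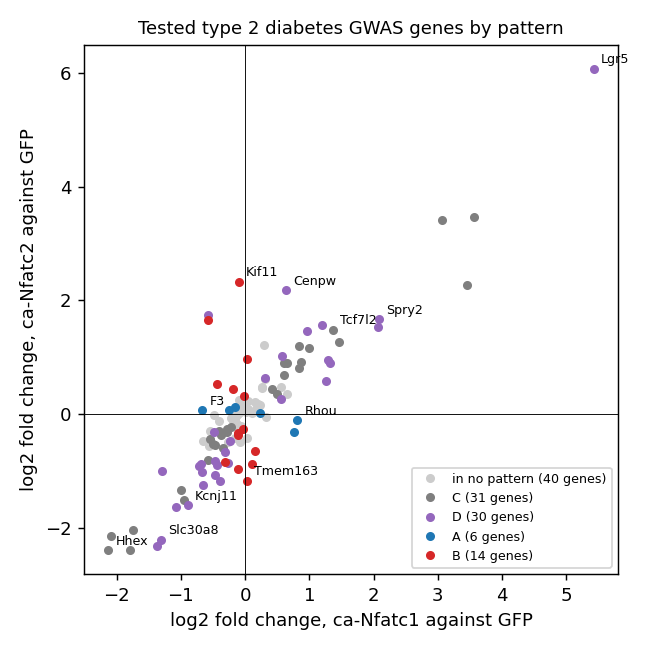
Log2 fold change against GFP with ca-Nfatc1 (x axis) and ca-Nfatc2 (y axis) of the 121 T2D GWAS genes tested, coloured by pattern (A, B, C, D or none), with some genes labelled. The 34 genes lower with both and the 26 higher with both lie along the diagonal.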

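Kif11, the kinesin that pushes the spindle poles apart, rose with ca-Nfatc2 from 67.4 ± 12.7 to 353 ± 114 normalized expected counts (SD, n = 5; log2 fold change 2.33, standard error 0.20, limma adjusted p = 1.15e-08), on 5 of 5 days. With ca-Nfatc1 it was at 62.8 ± 11.5, which did not pass (log2 fold change -0.10, limma adjusted p = 0.684). Prc1, which bundles the central spindle, rose with ca-Nfatc2 from 87.5 ± 31.4 to 281 ± 103 (log2 fold change 1.66, limma adjusted p = 1.51e-05). Its lower level with ca-Nfatc1, 56.5 ± 11.8, did not pass (log2 fold change -0.58, limma adjusted p = 0.06), but did with the day as a replicate block (limma adjusted p = 0.00268), under quantile normalization (limma adjusted p = 0.00827) and without GFP replicate 4, ca-Nfatc1 replicate 5 or ca-Nfatc2 replicate 4 (limma adjusted p = 0.018, 0.0495 and 0.0438, in that order). Grb14, an adaptor that dampens the insulin receptor, rose with ca-Nfatc2 from 472 ± 59.1 to 636 ± 31.3 (log2 fold change 0.44, limma adjusted p = 0.000229). With ca-Nfatc1 it was at 412 ± 37.0 (log2 fold change -0.19, limma adjusted p = 0.0709), lower on 5 of 5 days. This passed with the day as a replicate block (limma adjusted p = 0.0187), under quantile normalization (limma adjusted p = 0.00965) and without GFP replicate 1 (limma adjusted p = 0.0172). Cenpw, of the inner kinetochore, rose from 39.1 ± 6.32 to 181 ± 29.3 with ca-Nfatc2 (log2 fold change 2.18, limma adjusted p = 6.91e-10). It also rose with ca-Nfatc1, to 61.7 ± 9.82 (log2 fold change 0.64, limma adjusted p = 0.00145, lost under quantile normalization at limma adjusted p = 0.0896), and the difference between the ca-NFATs was 1.54 (limma adjusted p = 2.56e-07). Each rise was on 5 of 5 days.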

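Tmem163, a zinc-binding vesicle protein, fell with ca-Nfatc2 from 1099 ± 68.6 to 489 ± 59.0 normalized expected counts (SD, n = 5; log2 fold change -1.17, standard error 0.08, limma adjusted p = 3.73e-10) and was at 1120.1 ± 43.3 with ca-Nfatc1 (log2 fold change 0.03, limma adjusted p = 0.763). St6gal1, which adds sialic acid to glycoproteins, fell from 1116 ± 117 to 576 ± 95.7 (log2 fold change -0.96, limma adjusted p = 3.37e-07), and with ca-Nfatc1 did not pass (log2 fold change -0.10, limma adjusted p = 0.422). Tgfbr3, a coreceptor for TGF-beta, fell from 276 ± 44.1 to 150.2 ± 31.9 (log2 fold change -0.88, limma adjusted p = 7.75e-05), and with ca-Nfatc1 did not pass (log2 fold change 0.11, limma adjusted p = 0.554). Map3k1, a kinase of stress signalling, fell less, from 836 ± 72.4 to 692 ± 33.4 (log2 fold change -0.27, limma adjusted p = 0.00337; -0.04 with ca-Nfatc1, limma adjusted p = 0.697). Each of the 4 falls was on 5 of 5 days, and each differed between the ca-NFATs (limma adjusted p = 1.74e-09, 3.98e-06, 4.88e-05 and 0.0133, in that order).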

One or more of these genes exclusively regulated by ca-Nfatc2 may be involved in the selective effect we observed for ca-Nfatc2 on β-cell proliferation in mouse islets.

**Fig 6:**
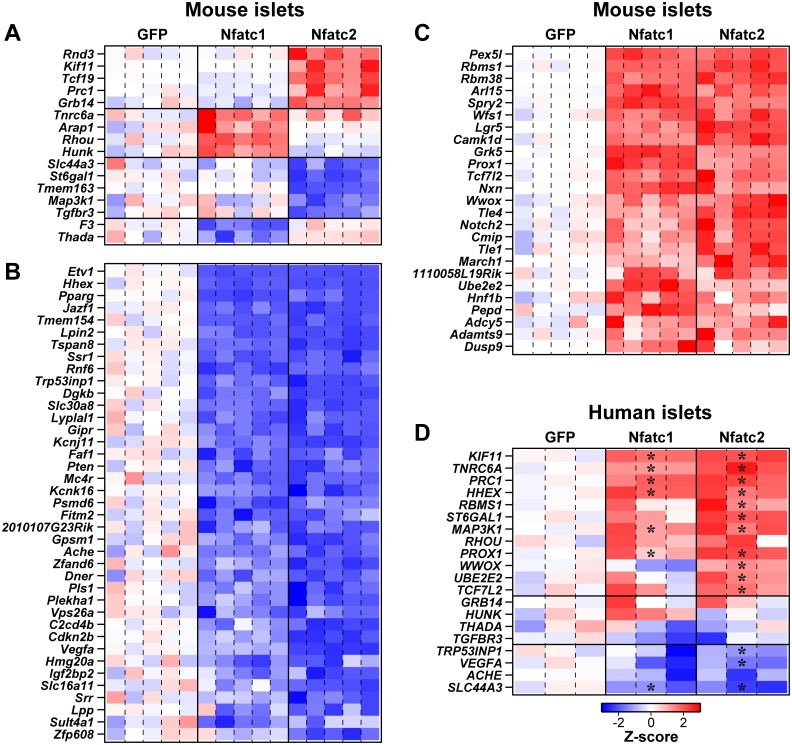
NFAT transcriptionally regulates a T2D GWAS genes in mouse and human islets. Heat maps illustrate the change in the expression of T2D-associated GWAS candidate genes in mouse (**A**, **B** and **C**) and human (**D**) islets in response to the overexpression of ca-Nfatc1, ca-Nfatc2 or GFP. For mouse islets, only those GWAS genes with a posterior probability (*PP*) > 0.99 of being differentially regulated by one or both of ca-NFATs are shown. For human islets, GWAS genes were selected from those showing robust regulation in mouse islets. Gene expression was determined by RNA-sequencing or qPCR in mouse and human islets respectively. Z-scores were computed from expression values for each gene across all samples (15 for mouse and 9 for human), and are shown relative to GFP (average Z-score for GFP = 0), which ranged from -3 to +3. Blue indicates reduced expression; red, increased expression; white, no change. Mouse genes are grouped according to their differential regulation (**A**), versus those that showed roughly equivalent suppression (**B**), or induction (**C**) in response to the two ca-NFATs. In **D**, * indicates *P* < 0.05 for human genes showing differential regulation by ca-Nfatc1 or ca-Nfatc2, relative to GFP.

In contrast to genes showing selective regulation by one of the ca-NFATs, many genes were responsive to both NFAT isoforms. For example, the expression of *Tcf7l2*, the gene with the strongest association with human T2D, was induced ~3-fold in response to either of the ca-NFATs (Fig 6C). 

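Notch2, a receptor of cell fate decisions, rose with ca-Nfatc1 (log2 fold change 0.96, limma adjusted p = 0.000364) and with ca-Nfatc2 (log2 fold change 1.46, limma adjusted p = 2.82e-06). Prox1, a homeobox factor of pancreas development, rose with both by 2.07 and 1.53 (limma adjusted p = 3e-11 and 1.58e-09). Adcy5, an adenylyl cyclase that couples glucose to insulin release, rose by 0.86 and 0.91 (limma adjusted p = 0.00364 and 0.00189). Jazf1, a zinc finger gene near a T2D signal, was changed by -0.71 and -0.91 (limma adjusted p = 5.09e-07 and 1.29e-08). Of the 121 T2D GWAS genes tested, 60 were changed by both ca-NFATs in 1 direction, 11 passed with ca-Nfatc1 alone, 21 with ca-Nfatc2 alone and 1 moved in opposite directions. By the contrast between the ca-NFATs, 31 followed pattern C and 30 pattern D, against 6 in pattern A and 14 in pattern B.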

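Tcf7l2, an effector of Wnt signalling on chromosome 19 of mm10 from 55741820 to 55933654, was at 73.3 ± 16.6 normalized expected counts with GFP, 188 ± 21.3 with ca-Nfatc1 and 208 ± 55.8 with ca-Nfatc2 (SD, n = 5). The ratios of the group means to GFP were 2.56 and 2.83. On the log2 scale the rises were 1.37 (standard error 0.18, limma adjusted p = 3.07e-06) and 1.48 (standard error 0.18, limma adjusted p = 7.62e-07), each on 5 of 5 days, and the difference between the ca-NFATs did not pass (log2 fold change 0.12, limma adjusted p = 0.619).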

Other genes induced by both ca-Nfatc1 and ca-Nfatc2, included *Wfs1*, *Camk1d*, and *Lgr5*, whereas *Hhex*, *Slc30a8*, *Tspan8* and *Pparg* were suppressed by both ca-NFATs. 

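Lgr5, a receptor for R-spondins and a stem cell marker of gut, rose from 13.3 ± 6.26 normalized expected counts with GFP to 566 ± 79.6 with ca-Nfatc1 (log2 fold change 5.43, limma adjusted p = 2.14e-12) and 884 ± 109.6 with ca-Nfatc2 (SD, n = 5; log2 fold change 6.08, limma adjusted p = 4.07e-13). Camk1d, a calcium-dependent kinase, rose by 1.19 and 1.57 (limma adjusted p = 1.39e-06 and 2.76e-08). Wfs1, the endoplasmic reticulum protein mutated in Wolfram syndrome, rose by 0.61 and 0.68 (limma adjusted p = 5.92e-06 and 1.06e-06). Slc30a8, which loads zinc into insulin granules, fell from 12612 ± 2185 to 5044 ± 658 with ca-Nfatc1 (log2 fold change -1.31, limma adjusted p = 6.5e-05) and 2884 ± 1067 with ca-Nfatc2 (log2 fold change -2.21, limma adjusted p = 9.13e-08), and further with ca-Nfatc2 than with ca-Nfatc1 (log2 fold change -0.90, limma adjusted p = 0.00279). Hhex, a transcription factor of delta cells, fell from 321 ± 43.8 to 73.2 ± 14.1 and 60.3 ± 11.0 (log2 fold change -2.13, limma adjusted p = 1.95e-09 for ca-Nfatc1 and -2.40, limma adjusted p = 2.92e-10 for ca-Nfatc2). Tspan8, a tetraspanin of epithelial membranes, was changed by -1.38 and -2.32 (limma adjusted p = 6.55e-07 and 4.63e-10), and Pparg, the nuclear receptor that thiazolidinediones bind, by -1.29 and -1.01 (limma adjusted p = 2.35e-09 and 4.37e-08). All 7 moved in the same direction on 5 of 5 days with either ca-NFAT.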

One or more of these genes may be involved in the effects that we observed in response to either ca-NFAT on insulin secretion from mouse islets. Of the 50 GWAS genes that showed an islet eQTL on Chr 2, 34 of them (~70%) were transcriptionally regulated by one or both of the ca-NFATs.

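Prox1, Notch2, Tcf7l2 and Lgr5, which rose with both ca-NFATs, and Gipr, Hhex and Slc30a8, which fell with both, each have an islet eQTL on Chr 2 in the study's F2 mice. Cdc123, a translation factor gene with such an eQTL that was chosen after its values were seen, passed with neither (log2 fold change 0.06, limma adjusted p = 0.419 for ca-Nfatc1 and 0.04, limma adjusted p = 0.556 for ca-Nfatc2). The table of islet eQTLs names 49 genes with an eQTL on Chr 2, of which 46 were tested. Of these, 37 (80.4%) were changed in a contrast against GFP, with 14 lower with both ca-NFATs, 11 higher with both, 2 past the threshold with ca-Nfatc1 alone and 10 with ca-Nfatc2 alone, and 9 did not pass. Of the other 75 T2D GWAS genes tested, 56 (74.7%) were changed (odds ratio 1.39, 95% confidence interval 0.530 to 3.89, Fisher's exact test, two-sided, p = 0.513). With eQTLs in trans alone, 34 of 43 were changed (p = 0.822 by Fisher's test). The posterior probabilities of the authors' deposited table call 33 of the 46 (71.7%).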

We selected a number of GWAS genes that were transcriptionally regulated by one or both of the ca-NFATs in mouse islets, and asked if they were regulated by ca-NFAT in human islets. For our selection, we focused on genes that showed differential regulation by ca-Nfatc1 *vs*. ca-Nfatc2 in mouse islets; i.e., regulated by one isoform, but not the other (Fig 6A), as well as several genes showing equal regulation by the two ca-NFATs (Fig 6B & 6D). Similar to our observations for *TCF19* (Fig 5B), other cell cycle associated genes were upregulated in response to ca-NFAT in human islets. For example, the expression of the cell cycle regulatory genes *KIF11* and *PRC1* was induced by both ca-Nfatc1 and ca-Nfatc2 in human islets (Fig 6D), whereas in mouse islets, these genes were only regulated by ca-Nfatc2 (Fig 6A). Other examples included *SLC44A3* (a member of a choline transporter family) and *PROX1* (a member of the homebox transcription factor family), which were regulated by both ca-NFATs in human islets. Most genes that were suppressed (e.g., *TRP53INP1*, *ACHE*, *VEGA*) or induced (e.g., *UBE2E2*) by ca-NFAT in mouse islets were similarly regulated in human islets (S9 Fig). In summary, our results suggest that a number of the T2D GWAS genes are transcriptional targets (direct or indirect) of the NFAT signaling pathway in both mouse and human islets, and may play a critical role as intermediate traits that mediate the mechanisms by which NFAT affects pancreatic islet function and health.

## Discussion

In T2D, there is insufficient insulin to meet the increased demand resulting from insulin resistance that is usually induced by obesity. The gene candidates near the loci that have been identified in human genetic studies for T2D are thought to predominantly exert their effects on T2D susceptibility in pancreatic islets [1, 5, 19, 20]. Many of these gene candidates control nutrient sensing, insulin secretion, β-cell proliferation, and β-cell survival [21–26].

Our study asked if the expression of the T2D GWAS gene candidates map to specific genomic loci as *trans*-eQTLs in pancreatic islets isolated from an F2 intercross between mouse strains that differ in their susceptibility to diabetes. We show that ~40% of the mRNAs encoded by human T2D GWAS genes mapped as *trans*-eQTLs to a broad region on Chr 2 (Fig 1A). Such co-mapping of the GWAS genes was not observed elsewhere in the genome. All eQTL and diabetes-related clinical data is available at our interactive web site; http://diabetes.wisc.edu/.

The NFAT family of transcription factors is composed of 5 members, Nfatc1-4 and Nfat5, and are expressed in pancreatic islets where they are thought to integrate calcium signals to coordinate gene expression and regulate growth, differentiation and cellular response to environmental cues [27–31]. The NFAT signaling pathway has previously been implicated in the regulation of β-cell development, proliferation and function [32–35]. Cytoplasmic subunits of the Nfatc sub-family are substrates for the calcium-activated serine/threonine phosphatase calcineurin. Calcineurin has been previously shown to be essential for normal β-cell proliferation and function [33–35]. Pancreatic islets express all four Nfatc isoforms. However, their relative abundance and contribution to islet function is not fully understood.

We show that the overexpression of a constitutively active form of *Nfatc2* is sufficient to drive β-cell proliferation in both mouse and human islets (Fig 2), and to stimulate insulin secretion from mouse islets (Fig 3). In addition, *Nfatc2* regulates the islet expression of a large proportion of gene candidates identified in human GWAS as having a genetic association with T2D (Fig 6A–6C). The regulation of these genes by *Nfatc2* may underlie the *trans*-mapping behavior to the *Nfatc2* locus that we observed in our mouse genetic study. In addition to the T2D GWAS genes, our strongest linkage for plasma insulin occurred at this locus. When multiple traits (expression and clinical) co-map to a locus, i.e., demonstrate common genetic architecture, it is possible that one driver mediates the *trans-*linkage of the multiple co-mapping traits. Using *Nfatc2* as a conditional co-variate in our QTL analysis, we show that the LOD profiles for the vast majority of the GWAS genes and plasma insulin were dependent upon *Nfatc2* (Fig 1A & 1B). *Nfatc2* became our top candidate for the driver of the GWAS trans-eQTLs, as its own expression demonstrated a strong *cis*-eQTL, implying local genetic variation directly influenced its expression, along with the GWAS genes and plasma insulin.

We identified a SNP associated with reduced expression of *Nfatc2*, and two coding SNPs that change different amino acid residues in NFAT1, the product of the *Nfatc2* gene, in BTBR mice. Our current study utilized a constitutively active form of NFAT1 that corresponds to the protein sequence for B6 mice. It is possible that these coding differences between the B6 and BTBR NFAT1 proteins influence activation by calcineurin, effective translocation to the nucleus, selective binding to potential nuclear partners for transcriptional gene regulation, or more than one of these steps. Future studies are necessary to delineate the relative contribution of the eQTL SNP *vs*. the coding SNPs on the results reported here.

We show that NFAT regulates the expression of the GWAS genes in human islets (Fig 6D). A number of GWAS genes were similarly regulated by ca-Nfatc1 and ca-Nfatc2 in mouse and human islets (e.g. *RBMS1*, *TP53INP1*, *PROX1*, *TCF7L2*, *HUNK*, *THADA*, *VEGFA* and *SLC44A3*). Those that showed differential regulation in mouse *vs*. human islets, included those associated with the cell cycle; *KIF11*, *PRC1*, *TCF19*. These genes were induced by both ca-NFATs in human, but only by ca-Nfatc2 in mouse, in parallel with enhanced β-cell proliferation. Finally, expression of three GWAS candidates showed opposite regulatory effects in response to ca-Nfatc2 in mouse *vs*. human islets; *ST6GAL1*, *HHEX* and *MAP3K1* were upregulated in human, while down-regulated in mouse in response to ca-Nfatc2. Some of these genes may underlie the differential effects we observed on β-cell proliferation or insulin secretion in mouse *vs*. human islets.

Several groups have recently reported the development of small molecule inhibitors of DYRK1A, the priming kinase that initially phosphorylates the NFATc isoforms (Nfatc1-4), leading to their nuclear exclusion and subsequent inactivation [36–38]. When applied to human or rodent islets, the DYRK1A inhibitors promote β-cell proliferation, and restore normal blood glucose levels in several mouse models of diabetes. These results are consistent with our observations and highlight the importance of the NFAT signaling pathway in regulating β-cell proliferation in rodent and human islets. Interestingly, the DYRK1A inhibitors appear to promote the nuclear accumulation of all four Nfatc isoforms [37, 39]. However, whether one particular isoform mediates the β-cell proliferative effects of the DYRK1A inhibitors, or whether there is redundancy within the NFAT family remains to be determined.

Our study utilized adenovirus to overexpress the ca-NFAT mutants in mouse and human islets. We acknowledge two important points; 1) adenovirus-mediated overexpression typically yields very high levels of expression, raising concerns about non-physiological, off-target effects; and 2) the virus utilized a promoter that does not yield cell-type specific expression, making it difficult to assign NFAT’s action on a particular cell within the islet (e.g., α-cells or β-cells).

We observed isoform-selective effects on β-cell proliferation in mouse islets (Fig 2 and S7 Fig). In mouse islets, both ca-NFATs enhanced glucose and KCl-stimulated insulin secretion, but did not affect basal insulin secretion (Fig 3). Laffitte and colleagues reported that activation of endogenous NFAT signaling in response to small molecule suppression of Dyrk1a in rat islets [37], yielded transcriptional changes similar to what we report here, including cell cycle regulatory genes (*e*.*g*., *Ccna1*, *Aurkb*, *Cdk1*, *Dtl*, *Mki67*, and *Ccnb2*) and T2D GWAS candidates (*e*.*g*., *Pparg*, *Kcnk16*, *Cenpw*, *Tcf19*, *Prc1*, and *Kif11*). Finally, a small collection of cell cycle-related transcripts that were suppressed in mouse islets in response to ca-Nfatc1, were induced in human islets (Fig 5), in parallel with increased cellular proliferation. Our results suggest that despite the high level of expression achieved with adenovirus, the effects we observed on gene regulation and cellular proliferation represent the physiological functions of Nfatc2 in its normal abundance.

Our linkage study, which identified the GWAS hotspot on Chr 2, utilized whole-islet RNA; i.e., islet eQTLs could potentially reflect a specific cell type, or a mix of cells within the islet. It is likely that some of the GWAS eQTLs originate in non-β-cells, for example, *Hhex*, a gene that is selectively expressed in δ-cells [40]. *Hhex* demonstrates linkage to the GWAS hotspot on Chr 2 (S1 Fig), and is transcriptionally regulated by *Nfatc1* and *Nfatc2* in mouse and human islets (Fig 6). Mouse islet expression data recently provided by Huising and colleagues [41] has shown that *Nfatc1* and *Nfatc2* are expressed in all 3 major cell types within the islet; α-cells, δ-cells and β-cells. Thus, using the non-cell type specific promoter to study the ca-NFATs provided a tool to overexpress the construct in all islet cells. Finally, it is also possible that cell-type specific expression of ca-NFAT would nonetheless affect non-transduced cells through the production and secretion of soluble factors, similar to what has recently been reported for β-cell specific expression of *Pdx-1* in rat and human islets [42]. Future studies that would utilize targeted expression of *Nfatc1* and *Nfatc2* are required to fully assess their cell-type specific roles to gene regulation and islet function.

Mouse *Nfatc1* and *Nfatc2* demonstrated an unexpected species selectivity in their ability to promote β-cell proliferation; whereas *Nfatc2* was effective in both mouse and human islets, *Nfatc1* was only effective in human islets (Fig 2). This result runs counter to the widely-held observation that it is easier to induce rodent than human β-cells to proliferate [33, 43–45]. An interesting clue to the underlying mechanism was provided by a small set of cell cycle regulatory genes that were induced by ca-Nfatc2, but suppressed, or not altered, by ca-Nfatc1 in mouse islets (Fig 4D). Some of these genes have been shown to be sufficient to induce β-cell proliferation, including *Ccna2*, *Ccnb1*, *Ccnb2*, *Aurkb* and *Cdk1* [46–48]. That we found these genes to be induced or suppressed in response to ca-Nfatc1 in human *vs*. mouse islets (Fig 5) strongly supports their role in β-cell proliferation. However, future studies are required to determine if the effects we report for *Nfatc2* in mouse islets are sufficient to expand β-cell mass, as has been demonstrated for *Nfatc1* [35].

Using deep RNA-sequencing, we found that multiple isoforms of *Nfatc1* and *Nfatc2* were expressed in mouse islets. The most abundantly expressed *Nfatc1* transcript (variant 1) yields isoform A, a protein consisting of 703 amino acids. In contrast, the most abundantly expressed *Nfatc2* transcripts (variants 1 and 4), yield protein isoforms A and D, consisting of 923 and 927 amino acids respectively. The C-terminal domain of the NFATc protein family is thought to mediate protein-protein interactions with nuclear binding partners, facilitating gene regulation [49–51]. The ca-mutants that we studied correspond to isoform A for both Nfatc1 and Nfatc2. Nfatc2 contains an additional 220 C-terminal amino acids, which may influence which nuclear binding partners are recruited, accounting for the difference in proliferation induction we observed in mouse islets. Kim and colleagues demonstrated that a constitutively active human *NFATC1* isoform containing 716 amino acids successfully restored β-cell mass and cell cycle regulation in a β-cell specific calcineurin knockout mouse [35]. This suggests that species differences may allow for the recruitment of different NFAT nuclear binding partners, and potentially explain why mouse ca-Nfatc2 leads to a ~3 *vs*. ~20-fold increase in β-cell proliferation in human and mouse islets, respectively.

Our data suggests that genes targeted by *Nfatc1* and *Nfatc2* have distinct effects on β-cell proliferation and insulin secretion. Whereas only ca-Nfatc2 induced β-cell proliferation in mouse islets, both ca-NFATs were equally effective in promoting insulin secretion from mouse islets (Fig 3). 

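Kcnj11, which encodes the channel pore Kir6.2, fell from 708 ± 116 normalized expected counts with GFP to 379 ± 49.6 with ca-Nfatc1 (log2 fold change -0.89, limma adjusted p = 3.32e-06) and 231 ± 23.2 with ca-Nfatc2 (SD, n = 5; log2 fold change -1.60, limma adjusted p = 1.19e-09). Ghsr, the ghrelin receptor of delta cells, fell from 191 ± 24.9 to 25.6 ± 2.38 and 19.7 ± 7.55 (log2 fold change -2.85, limma adjusted p = 3.16e-09 for ca-Nfatc1 and -3.29, limma adjusted p = 3.35e-10 for ca-Nfatc2). Ucn3, a peptide of mature beta cells that acts on delta cells, fell from 7549 ± 1690.3 to 2222 ± 422 (log2 fold change -1.76, limma adjusted p = 8.76e-05) and 1420.2 ± 781 (log2 fold change -2.59, limma adjusted p = 6.96e-07). Sst, the somatostatin that delta cells release, fell with both by 1.92 and 3.15 on the log2 scale (limma adjusted p = 1.62e-07 and 1.48e-10). Of 7 delta cell genes, 1 was higher and 5 lower with ca-Nfatc1 (2 and 5 adjusted over the list alone). The numbers with ca-Nfatc2 were 1 and 5 (1 and 5 adjusted over the list alone), and the list mean was lower with either (exact permutation test, two-sided, p = 0.00794 for each). By camera the list was called with a preset correlation between genes (adjusted p = 0.0245 and 0.011) but not with an estimated one (0.526 and 0.221). The delta cell gene that was higher was Lepr, the leptin receptor (log2 fold change 1.20, limma adjusted p = 1.41e-05 with ca-Nfatc1).
Among the T-type channels, Cacna1i rose from 17.5 ± 7.47 to 130.3 ± 34.6 with ca-Nfatc1 (log2 fold change 2.88, limma adjusted p = 2.75e-07) and by 1.38 with ca-Nfatc2 (limma adjusted p = 0.000632), and Cacna1g rose by 1.30 and 1.07 (limma adjusted p = 2.03e-07 and 1.63e-06). Cacna1h fell with ca-Nfatc2 (log2 fold change -1.82, limma adjusted p = 1.92e-05). Among the L-type channels, Cacna1c rose with ca-Nfatc2 (log2 fold change 0.45, limma adjusted p = 0.00661). With ca-Nfatc1 it did not pass (log2 fold change 0.29, limma adjusted p = 0.0768), but did with the day as a replicate block (limma adjusted p = 0.0136) and without ca-Nfatc1 replicate 1 (limma adjusted p = 0.0321). Cacna1d, the more abundant one at 2554 ± 277 with GFP, was lower with ca-Nfatc2 (log2 fold change -0.73, limma adjusted p = 5.53e-05). Its fall with ca-Nfatc1 (log2 fold change -0.33, limma adjusted p = 0.0307) was lost without GFP replicate 2, GFP replicate 3, GFP replicate 4, ca-Nfatc1 replicate 1, ca-Nfatc1 replicate 2 or ca-Nfatc1 replicate 4 (limma adjusted p = 0.075, 0.0638, 0.0589, 0.092, 0.0544 and 0.0712, in that order) and with equal library totals (limma adjusted p = 0.102). The N-type channel gene Cacna1b rose with ca-Nfatc1 (log2 fold change 0.38, limma adjusted p = 0.0413), a rise lost without GFP replicate 1, GFP replicate 2, ca-Nfatc1 replicate 3, ca-Nfatc1 replicate 4 or ca-Nfatc1 replicate 5 (limma adjusted p = 0.121, 0.0534, 0.0992, 0.0859 and 0.113, in that order) and under quantile normalization (limma adjusted p = 0.189). With ca-Nfatc2 it did not pass (log2 fold change 0.23, limma adjusted p = 0.187), but did with the day as a replicate block (limma adjusted p = 0.0282). Unc13a, which encodes the priming factor Munc13-1, was at 1212 ± 144 with GFP, 1445 ± 274 with ca-Nfatc1 and 1324 ± 219 with ca-Nfatc2. Neither difference passed (log2 fold change 0.24, limma adjusted p = 0.117 for ca-Nfatc1 and 0.12, limma adjusted p = 0.417 for ca-Nfatc2), but that with ca-Nfatc1 did with the day as a replicate block (limma adjusted p = 0.0346) and without ca-Nfatc1 replicate 1 (limma adjusted p = 0.0457). Of 34 genes of the secretion machinery and Ca2+ channels, 9 were higher and 10 lower (9 and 10 adjusted over the list alone) with ca-Nfatc1. The numbers with ca-Nfatc2 were 5 and 17 (5 and 17 adjusted over the list alone). Of all genes tested, 56.79% were changed with ca-Nfatc1 and 68.57% with ca-Nfatc2, so the number changed does not set the list apart. The list mean was lower with ca-Nfatc2 on 5 of 5 days (-0.35, exact permutation test, two-sided, p = 0.0159) and did not differ with ca-Nfatc1 (p = 0.698 by the same exact test), where the median was -0.14 and the mean 0.04. The fall with ca-Nfatc2 was called by camera with a preset correlation (adjusted p = 0.0196) and not with an estimated one (0.492).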

Several genes known to play a role in the insulin secretory cascade were transcriptionally regulated by the two ca-NFATs, including increased expression of *Tcf7l2*, *Munc13-1*, as well as L-, T- and N-type Ca^2+^ channels, and reduced expression of the K^+^ channel, *Kir6*.*2*, as well as the grehlin receptor, *Ghsr*, and *Ucn3*, both of which have been shown to mediate a negative feedback on insulin secretion between δ-cells and β-cells [41, 52]. These NFAT-induced transcriptional changes may in part underlie some of the stimulatory effects of the ca-NFATs on insulin secretion that we observe in mouse islets.

Neither ca-NFAT isoform exerted a deleterious effect on insulin secretion from human islets (Fig 3C), while significantly enhancing β-cell proliferation (Fig 2). One difference we and others [47, 53] have observed between freshly-isolated rodent islets versus human islets is the level of basal insulin secretion when the islets are maintained in low glucose. In mouse islets, basal insulin secretion is ~0.07 ± 0.02% of insulin content, whereas in human islets basal secretion can be as high as ~0.6 ± 0.1% of insulin content (Fig 3). This nearly 10-fold elevation in basal insulin secretion may in part contribute to a significant difference in islet insulin content observed in human and mouse islets; ~181 and ~275 ng insulin/islet, respectively (*P* < 10^−5^). These differences may have affected our ability to observe a stimulatory effect of the ca-NFATs on insulin secretion from human islets.

Similar to our studies on *Nfatc2*, Newgard and colleagues have reported that the *in vitro* overexpression of the transcription factor *Nkx6*.*1* is sufficient to induce β-cell proliferation and stimulate insulin secretion in isolated rodent and human islets [47]. However, *in vivo* overexpression [54] and inactivation [55] studies have raised questions about Nkx6.1’s role in β-cell proliferation and mass in adult mice. However, recent studies by Sander and colleagues have shown that *Nkx6*.*1* is required for post-natal β-cell expansion [56] and maintenance of β-cell identity [57]. The effects of *Nkx6*.*1* are mediated, at least in part, through two members of the Nr4a nuclear receptor family, *Nr4a1* and *Nr4a3*, which are both necessary and sufficient for *Nkx6*.*1* to regulate β-cell proliferation [47, 58]. In our study of mouse islets, the two ca-NFATs differentially regulated the Nr4a genes; whereas *Nr4a3* was induced by either ca-Nfatc1 or ca-Nfatc2, *Nr4a1* and *Nr4a2* were exclusively induced in response to ca-Nfatc2. 

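Nr4a3, an orphan nuclear receptor, rose from 10.8 ± 2.85 normalized expected counts with GFP to 424 ± 94.4 with ca-Nfatc1 (log2 fold change 5.18, standard error 0.25, limma adjusted p = 6.66e-12) and 583 ± 282 with ca-Nfatc2 (SD, n = 5; log2 fold change 5.55, limma adjusted p = 2.22e-12). The difference between the ca-NFATs did not pass (log2 fold change 0.37, limma adjusted p = 0.239). Nr4a1, the receptor Nur77 that signals induce within an hour, rose with ca-Nfatc2 from 118 ± 6.77 to 392 ± 97.4 (log2 fold change 1.70, limma adjusted p = 2.87e-09). With ca-Nfatc1 it was at 111 ± 10.4 and did not pass (log2 fold change -0.09, limma adjusted p = 0.577), and the difference between the ca-NFATs did (log2 fold change 1.78, limma adjusted p = 7.87e-09). Nr4a2, the third member, rose with ca-Nfatc2 from 126 ± 8.71 to 275 ± 61.0 (log2 fold change 1.09, limma adjusted p = 1.93e-06) and was at 133 ± 12.6 with ca-Nfatc1, which did not pass (log2 fold change 0.07, limma adjusted p = 0.668). Its difference between the ca-NFATs passed too (log2 fold change 1.01, limma adjusted p = 1.15e-05). All 4 of these rises were on 5 of 5 days.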

Finally, neither ca-NFATc1 nor ca-NFATc2 regulated the expression of *Nkx6*.*1*, suggesting multiple pathways converge to regulate the expression of the Nr4a nuclear receptor gene family.

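Nkx6-1, a homeobox factor of beta cells, was at 2801 ± 644 normalized expected counts with GFP and 1899 ± 309 with ca-Nfatc2 (SD, n = 5). This was a fall of 0.54 on the log2 scale that passed (limma adjusted p = 0.00252). With ca-Nfatc1 it was at 2265 ± 242 and did not pass (log2 fold change -0.28, limma adjusted p = 0.0999), although it was lower on 4 of 5 days. It passed with the day as a replicate block (limma adjusted p = 0.0108) and without GFP replicate 1 or GFP replicate 5 (limma adjusted p = 0.0269 and 0.0354, in that order). Other factors of beta cell identity were lower with both. Pdx1, mutated in a form of inherited diabetes, fell from 2905 ± 458 to 1426 ± 144 with ca-Nfatc1 (log2 fold change -1.02, limma adjusted p = 1.71e-05) and 1019.9 ± 264 with ca-Nfatc2 (log2 fold change -1.54, limma adjusted p = 7.59e-08). Mafa, which activates the insulin genes, was changed by -1.42 and -2.36 (limma adjusted p = 0.00829 and 8.49e-05). The glucose transporter gene Slc2a2 and the cation channel gene Trpm5 had the next largest falls of the list after Ucn3, by 1.71 and 1.59 with ca-Nfatc1 and by 2.51 and 2.43 with ca-Nfatc2 on the log2 scale. Of 29 beta cell genes, 1 was higher and 22 lower with ca-Nfatc1 (2 and 23 adjusted over the list alone). With ca-Nfatc2 the numbers were 2 and 24 (2 and 24 adjusted over the list alone). The list mean was lower with either on 5 of 5 days (exact permutation test, two-sided, p = 0.00794 for each). By camera with a preset correlation the list fell with both (adjusted p = 0.000185 for ca-Nfatc1 and 7.27e-07 for ca-Nfatc2). Neither call held, with adjusted p = 0.526 with an estimated correlation for ca-Nfatc1 and adjusted p = 0.254 with an estimated correlation for ca-Nfatc2.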

The GWAS gene candidates were originally identified because their proximity to SNP variants associated with T2D risk. In our mouse islet study, genetic variation occurred at the *Nfatc2* locus, yielding a strong *cis*-eQTL, and not necessarily at the same loci as the human studies. This critical difference suggests that the GWAS gene candidates were responsive to a common regulator, Nfatc2, in our islet eQTL study. Importantly, genetic variation associated with the GWAS genes was not required for our observations. However, the existence of a driver that can regulate a large number of these genes helps explain how the genes might make a substantial contribution to T2D when dysregulated while only making a modest individual contribution when expressed as an allelic variant.

## Methods

High titer, purified adenoviruses containing the well-characterized constitutively active mutants of mouse *Nfatc1* and mouse *Nfatc2* [16, 17], as well as adenoviruses containing GFP or LacZ (used for negative controls) were obtained from Vector Biolabs (Malvern, PA). Genes were overexpressed under the control of the cytomegalovirus (CMV) promoter. [^3^H]-thymidine was purchased from PerkinElmer; Hanks Balanced Salt Solution, penicillin, streptomycin and all tissue culture solutions, from Gibco; RNA isolation kits and PCR reagents from Qiagen; and unless stated otherwise, all other chemicals were from Sigma.

### Construction of B6:BTBR F2 intercross and islet profiling

All animal studies were conducted at the University of Wisconsin, were preapproved by the University’s Research Animal Resource Center, and were in compliance with all NIH animal welfare guidelines. The B6:BTBR F2 intercross was generated as previously described [6]. The *Leptin*^*ob*^ allele was first bred into C57BL/6J (B6) and BTBR *T*^*+*^ *tf*/J (BTBR) mice [59]. B6^*ob/+*^ and BTBR^*ob/+*^ mice were then bred to generate F1^*ob/ob*^ mice. Due to infertility that results from leptin deficiency [60, 61], at 4 weeks of age the F1^*ob/ob*^ mice received subcutaneous transplants of white-adipose tissue from leptin wild-type littermates, allowing us to breed the F1^*ob/ob*^ mice to generate F2^*ob/ob*^ mice. Approximately 550 F2^*ob/ob*^ mice were generated; about half male and half female. All mice were maintained on normal rodent chow diet (Purina 5008) and sacrificed at 10 weeks of age. Pancreatic islets were isolated from the F2^*ob/ob*^ mice as previously described [59] and total RNA was isolated and used for gene expression profiling using a custom Agilent mouse gene expression microarray consisting of ~40,000 60-mer oligonucleotides corresponding to all known genes [6, 59]. Oligonucleotide intensities were normalized to the intensity measured for an islet RNA reference pool that was constructed from all F2^*ob/ob*^ mice, and are reported as the log_10_ of the ratio of each individual mouse relative to the reference pool.

### QTL mapping of islet RNA and plasma insulin

All F2^*ob/ob*^ mice were genotyped with a 5K mouse SNP array (Affymetrix), which identified ~2,000 SNPs that were polymorphic (*i*.*e*., informative) between B6 and BTBR mice, and spread uniformly throughout the mouse genome. These informative SNPs, along with a set of pseudo-markers inserted within intervals flanked by the informative SNPs, were used for QTL mapping of the expression traits as well as plasma insulin as described previously [8]. Expression traits were first transformed into normal quantiles, and then used for single-QTL genome-wide scans [62], allowing for microarray batch and sex as additive and interactive co-variates, respectively. For each expression trait, we focused on the single highest LOD score per chromosome, with a LOD threshold for genome-wide significance of ≥ 5 (*P* < 0.05, trait-wise). Single-QTL analysis was performed on plasma insulin in the same manner as the expression traits, following transformation of the plasma insulin values to normal quantiles.

### Treatment of whole islets with adenovirus for gene overexpression

All human islets were received through the Integrated Islet Distribution Program (IIDP); see S5 Table for donor demographics, as well as the studies conducted on each islet preparation. Upon arrival, human islets were cultured overnight in RPMI containing 8 mM glucose, supplemented with penicillin (100 Units/ml) and streptomycin (100 μg/ml) (Pen/Strep), and 10% heat-inactivated FBS. All mouse islets were harvested from our colony of B6 mice housed within the Biochemistry Department’s vivarium at the University of Wisconsin as described previously [59]. Prior to the application of adenovirus, the islets were treated (~3–4 mins) with a calcium and magnesium-free Hanks Balanced Salt Solution containing 2 mM EGTA. Following exposure to the zero divalent cation solution, adenovirus was applied to the islets in RPMI with 8 mM glucose, supplemented with Pen/Strep, without FBS, for 15 mins in a 200 μl volume, followed by transfer to a 60 mm non-TC treated culture dish containing 3.5 ml of the same culture media (without FBS), and maintained overnight at 37°C. Assuming ~1,000 cells per islet, we added the viruses with an MOI of ~200. Approximately 18 hr after the addition of adenovirus, the islets were washed with fresh media containing RPMI with 8 mM glucose, supplemented with Pen/Strep and 10% heat-inactivated FBS. Islets were maintained in this medium until used as indicated for each study.

### Measures of islet cell proliferation

Four methods were employed to monitor cellular proliferation in mouse and human islets: 1) incorporation of radioactive thymidine into islet DNA; 2) FACS-based separation of disrupted islets into distinct cell cycle phases; 3) incorporation of BrdU into newly replicated islet cells that were co-stained with insulin or glucagon to identify β-cells *vs*. α-cells, respectively; and 4) immuno-cytochemical detection of the proliferation markers, Ki67 or pHH3 (S10). For the thymidine incorporation measure, 1 μCi/ml of [^3^H]-thymidine (PerkinElmer) was added to the culture medium 48 hr after the initial infection of the islets with the adenoviruses. Eighteen hours later, the islets were disrupted and DNA was precipitated with 0.5 ml of ice-cold 10% trichloroacetic acid, followed by re-suspension with 0.1 ml of 0.3 N NaOH. The total amount of [^3^H]-thymidine incorporated into the islet DNA was measured by liquid scintillation counting and normalized to the amount of total cellular protein by Bradford assay.

For the FACS-based separation of the islet cells into respective cell cycle phases, islets were disrupted with the StemPro accutase cell dissociation reagent (Life Technologies, A11105-01) at 37°C for 15 minutes. Islet clusters that remained were gently triturated to facilitate disruption to single cells. Islets cells were transduced with Ad-ca-Nfatc1, Ad-ca-Nfatc2 or Ad-LacZ control viruses at MOI of 2.5 for 4 hr. The disrupted islet cells were re-suspended in culture medium (RPMI medium supplemented with 10% fetal bovine serum and Pen/Strep) and maintained as indicated. Following adenovirus treatment (48 hr), the dispersed human or mouse islet cells were fixed with 100% ethanol and stained with propidium iodide (PI) to provide a quantitative measure of cellular DNA content. Following overnight PI staining (40 μg/ml at 4°C) cells were filtered through a 40-μm sieve, and flow cytometry was performed on a four-laser, LSRII (BD Biosciences). Data were analyzed with ModFit software to estimate the proportion of cells in G0/G1, S and G2/M phases of the cell cycle [63].

To identify the islet cell types that were induced to proliferate in response to ca-NFAT, mouse and human islets were incubated with BrdU (10 μM) added to the culture medium 48 hrs after the initial infection with adenovirus. Islets were removed from culture, washed, and fixed with formalin (10%, 3 hrs, 4°C). The formalin was then removed and the islets were maintained in PBS overnight at 4°C. To aid in their visualization during sectioning, Affi-Gel Blue Gel beads (Biorad) were added to the formalin-fixed islets. The islet and blue bead mixture was fixed in 2% Agar, 1% formalin, followed by paraffin embedding. Sections were dewaxed in xylene (10 mins), rehydrated in decreasing EtOH, boiled in unmasking solution (Vector Labs, H-3300) for 13 mins and then cooled at RT for 10 mins. To reduce non-specific labeling, sections were blocked with Dako Protein Block (X0909) for 30 min, followed by a PBS wash. Guinea pig anti-insulin (Sigma, I-8510), mouse anti-BrdU (Calbiochem, NA-61), goat anti-glucagon (Cell Signaling, 2760S), rabbit anti-Ki67 (Thermo Scientific, 1906s), rabbit anti-pHH3 (S10) (Cell Signaling, 9701S), or rabbit anti-53BP1 (Bethyl Labs, IHC00001) antibodies were added to diluent solution (Dako, S3022), applied to the islet sections and incubated at 4°C overnight. Slides were washed with PBS before the addition of secondary antibodies; Cy3-conjugated anti-guinea pig (Jackson ImmunoResearch); alexafluor 488 anti-rabbit and alexafluor 647 anti-mouse (Life Technologies). The slides were incubated with secondary antibodies (30 min, RT in the dark), washed and then allowed to air dry. Staining was preserved and nuclei identified by adding a drop of Vectashield with DAPI (H-1200, Vector Labs) to each tissue section. Islet sections were imaged with a Nikon AR1 confocal microscope equipped with EZ C1 software (Nikon Corp., Japan).

### Measurement of insulin secretion

To evaluate the effect of ca-NFAT on the function of human and mouse islets, we monitored insulin secretion evoked by a variety of insulin secretagogues, as previously described [64]. Media and cellular insulin was measured by ELISA as described [59]. Cellular insulin is extracted *via* acidified ethanol (0.18 N HCl, 70% EtOH in water). Insulin secretion is expressed as percent of total insulin (media plus cellular insulin values).

### Western blot analysis of NFAT1 and NFAT2 in mouse islets

Islets were collected from ~14 week-old B6 male mice and used for adenoviral transduction using Ad-LacZ, Ad-ca-Nfatc1 or Ad-ca-Nfatc2 as described above. 48 hr after transduction, islets were lysed using RIPA lysis buffer (Abcam, ab156034). Whole islet lysates (40 μg total protein) from each virus treatment were used to determine NFAT2 (*Nfatc1* gene product) and NFAT1 (*Nfatc2* gene product) protein levels; NFAT2 antibody (Thermo, MA3-024), NFAT1 antibody (Cell Signaling, 5861S).

### RNA isolation and qPCR analysis of select gene sets in human islets

Total RNA was isolated from human or mouse islets using the RNeasy spin columns according to the manufacturer’s directions (Qiagen). RNA quantity was determined using a Nanodrop (Thermo Scientific) and the quality assessed by a Bioanalyzer (Agilent). Total mouse RNA was used for RNA-sequencing as described below. Total RNA from human islets was converted to cDNA using a high capacity reverse transcriptase kit (ABI). The cDNA was diluted with water to a final concentration of 4 ng/μl, and used for quantitative gene expression measurement with a Qiagen Rotorgene qRT-PCR machine. Gene-selective primer pairs were generated by “Primer Quest” (IDT). All primer sequences are contained within S6 Table.

### RNA-sequencing and EBSeq analysis in mouse islets

On each of 5 separate days ~1,200 islets were pooled from 6 B6 mice and used for adenoviral treatment as described above to overexpress GFP, ca-Nfatc1 or ca-Nfatc2. 48 hr later, whole islet RNA was isolated using RNeasy purification columns (Qiagen), quantified (Nanodrop) and integrity verified (Agilent) prior to sequencing. The 15 separate RNA samples (N = 5 each for GFP, ca-Nfatc1 and ca-Nfatc2) were bar-coded and randomized for multiplexing across three lanes of an Illumina HiSeq 2000, which yielded ~24M total RNA-sequencing single, paired-end reads/sample (101 bp length). Based on simulation results from Dewey and colleagues, the median percent error is well-controlled (<10%, and in most cases < 5%) with 24M, 101 bp reads in mouse [65]. The RNA-sequencing reads were mapped via bowtie [66] against refseq mm10 reference. Gene and isoform expression values were then estimated via RSEM [65]. Expected counts were normalized using median-by-ratio normalization [67]. Genes and isoform values with 75^th^ quantiles > 10 were used for further analyses.

EB-seq [68], a newly-developed multiple condition model, was used to classify genes and isoforms into 5 distinct patterns of differential expression, DE, (C1, ca-Nfatc1; C2, ca-Nfatc2): Pattern 1: C1 = C2 = GFP (no DE); Pattern 2: C1 ≠ C2 = GFP (DE for C1 only); Pattern 3: C2 ≠ C1 = GFP (DE for C2 only); Pattern 4: C1 = C2 ≠ GFP (DE for C1 and C2 equally); and Pattern 5: C1 ≠ C2 ≠ GFP (DE for C1 and C2 unequally). For each gene or isoform, EB-seq computes a posterior probability (*PP*) associated for each expression pattern. The higher the *PP*(Pattern *k*), the more likely that gene/isoform is following Pattern *k*. To identify DE genes for either C1 or C2, we used a threshold of *PP*(Pattern 1) < 0.01 (*i*.*e*., >99% confidence DE for C1, C2 or both). Genes/isoforms illustrated in Fig 4 have *PP*(Pattern 2–5) > 0.75. S7 Table contains RSEM-normalized expression values, as well as the *PP* values for patterns 1–5 for all genes; raw expression values are also available GEO (GSE73697).

### Quantification of isoform-specific islet gene expression

RNA-Seq data was collected from B6 mouse islets and used to estimate the abundances of endogenously expressed isoforms. Approximately 400 islets were isolated from two B6 mice. Total RNA was isolated from the islets using RNeasy purification columns (Qiagen, Hilden, Germany), verified for integrity on a 2100 Bioanalyzer System (Agilent, Santa Clara, California), and prepared for sequencing using the Illumina TruSeq RNA Sample Prep Rev. A protocol (Illumina, San Diego, CA). Approximately 94 million paired-end reads were sequenced on an Illumina HiSeq 2000 (2 x 101 bp, ~350 bp total size). Isoforms were quantified by running RSEM (version 1.2.4) [65] and Bowtie1 (version 0.12.7) [66] in paired-end mode and using a synthetically reconstructed transcriptome derived from the mm9 reference genome and RefSeq gene models (downloaded from UCSC browser June 24^th^, 2013, NR entries removed). The Bowtie-RSEM pipeline directly maps RNA reads to annotated transcripts (isoforms), which has been show to provide better quantification accuracy for known transcripts compared to pipelines that uses splice aligner to map reads to the whole genome [65, 69]. All other RSEM parameters used were default. Estimated isoform abundances are reported in Transcripts Per Million reads (TPM) [65], as well as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) [70]. The TPM value represents the expected number of reads—per million reads collected—derived from an isoform, as based on the RSEM model of isoform-quantification [65]. Raw expression values are also available at GEO (GSE76477).

### Conditional QTL scans used to support Nfatc2 as the regulator of GWAS genes

To investigate the extent to which variation in *Nfatc2* expression explains variation in GWAS eQTLs, for each GWAS eQTL, we recalculated the LOD score profile while adjusting for *Nfatc2* expression as a covariate. This type of conditional analysis effectively removes the effect of *Nfatc2* on the GWAS eQTLs. To evaluate the specificity of the effect of *Nfatc2* on the GWAS eQTLs, we repeated the conditional analysis for each gene having a significant *cis*-eQTL on Chr 2 (303 *cis*-eQTLs). We determined the number of significant eQTLs (LOD ≥ 5.0) on Chr 2 for all GWAS genes before and after conditioning on each of the *cis*-eQTLs. A summary score was then computed for each *cis*-eQTL based on the reduction in the number of GWAS eQTL following conditioning. S3 Table provides a list of the summary scores for all *cis*-eQTL on Chr 2.

### Accession codes

All expression data has been deposited to the Gene Expression Omnibus (GEO) at NCBI (GSE73697 and GSE76477).

## Supporting Information

S1 Fig T2D GWAS islet eQTLs and plasma insulin QTL that are conditional on Nfatc2. Heat maps show the linkage for plasma insulin and the islet eQTLs for *Nfatc2* and 54 transcripts for genes identified in human GWAS that are associated with Type 2 Diabetes (T2D). Linkage data was obtained from an F2 intercross between diabetes resistant (B6) and diabetes-susceptible (BTBR) mouse strains. Each row shows linkage prior to (**A**) and following (**B**) conditioning on Nfatc2 expression (see methods). Loss of linkage indicates dependence on *Nfatc2*, suggesting *Nfatc2* regulates the expression of the GWAS genes and plasma insulin. Black circles indicate genomic location of genes, and highlight those that demonstrate linkage in *cis* (*e*.*g*., Nfatc2). The majority of the GWAS genes show linkage in *trans*, indicating their expression is regulated by factors present on Chr 2. Color scale by row across (**A**) and (**B**) for LODs ranges from blue (0) to red (max LOD prior to conditioning on *Nfatc2*) for each trait; all traits shown in **A** have max LOD > 5. Red indicates genomic area showing strongest linkage.
(TIF)

S2 Fig Genotype dependence of T2D GWAS *trans*-eQTLs on Chr 2. Expression of GWAS gene candidates in islets of 491 F2 mice. For each gene, mice are grouped according to genotype at the peak locus of the respective eQTL; homozygous B6 (B6:B6), heterozygous (B6:BTBR), or homozygous BTBR (BTBR:BTBR). The expression of 26 GWAS gene candidates increased (**A**) in response to the BTBR allele; 26 GWAS genes decreased with the BTBR allele (**B**). Expression values are the log_10_-transformed ratio for each individual mouse relative to a reference pool constructed from islet mRNA for all mice.
(TIF)

S3 Fig Genotype dependence of expression of *Nfatc2* in pancreatic islets. Expression of *Nfatc2* in pancreatic islets of 491 F2 mice. Mice are grouped according to their genotype at ~168.4 Mb on Chr 2 (rs3024096), the marker position closest to the maximum LOD (~70) of the *cis*-eQTL for *Nfatc2*. At this position, mice were homozygous B6 (B6:B6, N = 127), heterozygous (B6:BTBR, N = 260), or homozygous BTBR (BTBR:BTBR, N = 104). Expression values are the log_10_-transformed ratio for each individual mouse relative to a reference pool constructed from islet mRNA for all mice. Horizontal bars show expression mean ± SEM at each genotype; 0.096 ± 0.008 (B6:B6), -0.017 ± 0.006 (B6:BTBR), and -0.161 ± 0.009 (BTBR:BTBR).
(TIF)

S4 Fig Regional association plots for NFAT and fasting insulin in human GWAS. Association (-log_10_ P-value) to fasting insulin levels for SNPs near *NFATC1* (**A**) and *NFATC2* (**B**). Plots were generated using LocusZoom [13] and data provided in [14]. Color scale shows correlation (r^2^) between the SNP with the strongest association within the plotted region (lead SNP, purple diamond) and other SNPs nearby, defining a haplotype block. For simplicity, SNPs with r^2^ < 0.2 to lead SNP are smaller size. The number of SNPs plotted are 470 and 642 at the *NFATC1* (**A**) and *NFATC2* (**B**) gene loci, respectively. Recombination frequencies are plotted as blue trace and is shown along right-margin.
(TIF)

S5 Fig Sequence comparison of mouse and human Nfatc1 and Nfatc2. Amino acid sequence for mouse and human, proteins for equivalent isoforms of Nfatc2 (**A**) and Nfatc1 (**B**) were aligned using Clustal Omega. For Nfatc2, we used isoforms A (NP_035029.2) and C (NP_775114.1) for mouse and human, respectively. For Nfatc1, we used isoforms 1 (NP_058071.2) and I (NP_001265604.1) for mouse and human, respectively [71]. The calcineurin binding site (cyan), Ser residues changed to Ala residues in the ca-mutants (red), and Rel homology domain (yellow) are shown. Identical (*), conserved (:), and similar (.) residues are indicated.
(TIF)

S6 Fig Expression of the NFAT gene family in mouse islets transduced with adenoviruses. Normalized RNA-sequencing values for the NFAT gene family in mouse islets 48 hr after transduction with adenoviruses containing GFP, ca-Nfatc1 or ca-Nfatc2 (**A**). Average expression values (± S.E.M., N = 5) are shown for each gene/virus combination. Western blot analysis for native NFAT2 (left panel) and NFAT1 (right panel) proteins, gene products for *Nfatc1* and *Nfatc2*, respectively, in mouse islets 48 hr after transduction with indicated adenoviruses (**B**). MW standards (tick marks) were 75 and 100 kDa (NFAT2 blot), and 100 and 150 kDa (NFAT1 blot).
(TIF)

S7 Fig The overexpression of ca-Nfatc2 promotes cell cycle progression and not DNA damage repair pathways in mouse islets. Immunocytochemistry of mouse islets for (**A**) Ki67, (**B**) pHH3 (S10) and (**C**) 53BP1 following Ad-LacZ (control) and Ad-ca-Nfatc2 transduction (72 hr). To identify β-cells, islets were stained for insulin. All islets were exposed to BrdU (18 hr) to monitor proliferation. White-green arrowheads indicate BrdU/Ki67 or BrdU/pHH3 (S10) dual-positive nuclei. Monochrome arrowheads identify nuclei expressing only one marker. Scale bar = 10 μm. Immunofluorescent images are representative of >60 islets photographed from 4 different mouse islet preparations per adenoviral treatment.
(TIF)

S8 Fig Additional cell cycle regulatory genes that were differentially regulated by ca-Nfatc1 in mouse and human islets. The regulation of expression for cell cycle genes is illustrated in mouse (**A**) and human (**B**) islets following overexpression of either ca-Nfatc1 or ca-Nfatc2. The data is plotted as the log_2_ fold-change in expression relative to that measured in Ad-GFP (negative control) treated islets. Mouse expression values were obtained from whole-islet RNA-sequencing; human expression values were determined by qPCR. *, *P* < 0.05 relative to negative control. N = 5 for mouse islets; N = 8 for human islets.
(TIF)

S9 Fig Comparison of GWAS genes that were regulated by NFAT in mouse and human islets. Heat maps illustrate the change in the expression of T2D-associated GWAS gene candidates in mouse (left) and human (right) islets replotted from Fig 6 as the average Z-score for each transcript; N = 5 for mouse and N = 3 for human.
(TIF)

S1 Table Gene candidates linked to T2D risk loci from human GWAS, and their mouse homologues. Separate tabs list: Tab 1, ~300 entries in the GWAS catalog for genomic loci associated with the disease/trait “Type 2 diabetes”; Tab 2, distinct genomic loci and their associated P-values; and Tab 3, candidate human genes reported for the loci, with accompanying mouse homologues obtained from http://www.informatics.jax.org.
(XLSX)

S2 Table Islet eQTLs for T2D GWAS candidates in mouse islets. Excel sheet lists the 205 eQTLs for GWAS candidates genes that were identified genome-wide in islets from ~500 B6:BTBR-F2 obese mice. Genomic positions for the genes and their eQTLs are shown. *Cis* is defined as an eQTL that occurred within 2.5 cM (~5 Mbp) of the genomic position of the corresponding gene; all others are classified as *trans*-eQTLs. LOD scores for eQTLs are shown before and after conditioning on the *cis*-eQTL for Nftac2 and are colored by the magnitude of change; blue decrease, red increase, white no change.
(XLSX)

S3 Table Summary scores for islet transcription factor *cis*-eQTLs on chromosome 2 for conditional dependence on T2D GWAS gene candidates. Table summarizing conditional dependence of T2D GWAS gene candidates on islet Chr 2 *cis*-eQTLs for genes annotated as playing a role in "transcription" or "DNA binding" (https://david.ncifcrf.gov/). For each *cis*-eQTL, the score indicates the number of T2D GWAS gene eQTLs before *vs*. after conditioning. Genes with the lowest score (most negative) showed the greatest reduction in GWAS eQTLs. Nfatc2 was the top-ranked transcription factor on Chr 2.
(XLSX)

S4 Table Isoform-specific expression of the NFAT gene family in mouse islets. Islets from B6 mice were used for deep RNA-sequencing to determine isoform-specific expression of all genes. The table shows the expression level and relative proportion of each isoform for the NFAT gene family. Expression values for all genes is available at GEO submission GSE73697.
(XLSX)

S5 Table Donor information for human islet preparations. For several islet preparations, multiple studies were conducted, which are listed in the final column labeled “Experiments”. Values that are missing are not known.
(PDF)

S6 Table Quantitative real time PCR primers used for gene expression measurements in human islets.

S7 Table Normalized expression values for all genes from RNA-sequencing of mouse islets following overexpression of GFP, ca-Nfatc1 or ca-Nfatc2. Excel spreadsheet contains normalized expression values for all genes (Tab 1) identified in mouse islets 48 hr after overexpression of GFP, ca-Nfatc1 or ca-Nfatc2 (N = 5 ea.). Posterior probabilities (*PP*) for differential expression (DE) were computed for each identified transcript to following one of 5 patterns of expression (C1, ca-Nfatc1; C2, ca-Nfatc2): Pattern 1: C1 = C2 = GFP (no DE); Pattern 2: C1 ≠ C2 = GFP (DE for C1 only); Pattern 3: C2 ≠ C1 = GFP (DE for C2 only); Pattern 4: C1 = C2 ≠ GFP (DE for C1 and C2 equally); and Pattern 5: C1 ≠ C2 ≠ GFP (DE for C1 and C2 unequally). To improve model fitting for *PP* determination, transcripts with 75^th^ quantile expression values < 10 have *PP* set to “NA”. Tab 2 contains those genes determined to be DE, defined as *PP*(1) < 0.01.
(XLSX)

# Supplementary material for: The Transcription Factor Nfatc2 Regulates β-Cell Proliferation and Genes Associated with Type 2 Diabetes in Mouse and Human Islets
**Source:** PLoS Genet. 2016 Dec 9;12(12):e1006466. doi: 10.1371/journal.pgen.1006466
**Supplement:** S5 Table — For several islet preparations, multiple studies were conducted, which are listed in the final column labeled “Experiments”. Values that are missing are not known.

Abbreviations. CI, cold ischemia time; CT, time in culture prior to shipment to UW-Madison; ND, non-diabetic donor; Assays: GSIS, glucose-stimulated insulin secretion studies; 3H-Thy, [3H]-thymidine measurement of proliferation; FACS, fluorescence activated cell sorting measure of proliferation; IHC, immunohistochemistry; qPCR, quantitative gene expression measurement. If a value is missing, it was not known.

How the deposited data were processed for this re-analysis (not part of the article)

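RNA from whole mouse islets was sequenced 48 hr after transduction with adenovirus for GFP, ca-Nfatc1 or ca-Nfatc2. Islets of C57BL/6 mice were pooled on each of 5 days and every pool was split over the 3 viruses, so that 15 libraries make 3 groups of 5. The replicate number stands for the day. No islets without virus, and no human islets, are among the libraries. The authors aligned the reads with bowtie to the mm10 refseq transcripts and estimated expected counts per gene with RSEM. They then divided them by a median-by-ratio size factor per library, and these normalized expected counts are the expression signal that the authors deposited for each library. The deposited table also holds the authors' group means of this signal, and the ratio of each pair of group means (each mean plus 0.01), which the authors gave as fold changes. Its posterior probabilities for 5 expression patterns come from the authors' EBSeq model and lie between 0 and 1. They are given for the 14151 genes with a 75th percentile over the libraries above 10. The versions of bowtie, RSEM and EBSeq used for these libraries are not stated. The means and ratios were checked against the values per library. The authors' table of called genes holds 8862 genes where their posterior probabilities in the table of all genes call 8863, and the gene it lacks is Col16a1.

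The table of all genes has 20308 entries, of which 14151 were tested and 6157 were below the filter. In 27 entries (25 distinct) the gene symbol had been turned into a date, so these were tested but not named. Of 150 T2D GWAS genes that the study reports, 141 have a mouse homologue, 138 of these were found and 3 were not. Among the genes of the lists, 4 are not in the table. Depth was read from the smallest step between the values of each library, and 1 expected count stood for 0.778 to 1.34 normalized units. Median depth came to 15.75 M expected counts with GFP, 16.76 M with ca-Nfatc1 and 18.99 M with ca-Nfatc2. Totals after the authors' normalization were 16.94 to 18.109 M, 16.337 to 17.187 M and 16.594 to 17.181 M. The standard error of a log2 fold change against GFP had a median of 0.248 for the 3226 genes with a mean below 100, and of 0.089 for the other 10925 genes.

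Values were taken to log2 after adding 1 and fitted in limma 3.58.1 (R 4.3.3), with a trend of the variance on the mean and 1 coefficient per group. Each ca-NFAT was set against GFP and ca-Nfatc2 against ca-Nfatc1, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. These choices, the gene lists and the alternatives were set before the deposited data were examined, except where said otherwise. The first part of S7 Table was visible by then. It holds values of the most strongly changed genes, so for those genes the lists and alternatives were not blind. The day was left out of the model because the authors' model has no day term. Whether the days pair the libraries was checked on the residuals of the groups. Libraries of the same day correlated at 0.0544 to 0.473 over 15 pairs (mean 0.219, with 12 of the pairs above 0.1), against a mean of -0.0551 over 60 pairs of different days. A fit with the day as a replicate block was therefore run beside it. The first principal component held 65.0% of the variance, the second 16.8% and the third 4.25%. Correlations between libraries were 0.9745 to 0.9927 within groups and at most 0.9613 between groups.

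The lists covered S phase, G2/M, cell cycle inhibitor and G1 cyclin and kinase genes, and markers of beta, alpha, delta, PP, acinar, ductal, endothelial, leukocyte and mesenchymal cells. They also covered genes low in mature beta cells, the secretion machinery and Ca2+ channels, and the NFAT family. Further lists held NFAT targets of immune cells, immediate early, unfolded protein response, interferon, p53, cholesterol, glycolysis, housekeeping and growth factor genes. The study's own genes of Figs 4B, 4D and 5A made 3 more, and these were chosen by the study on the same libraries. Lists of heat shock, acute phase and red blood cell genes were added after seeing the data. Each list was tested with camera (inter-gene correlation 0.01, and also with an estimated correlation), and its overlap with the patterns by Fisher's exact test. A list's mean per library was compared by an exact permutation test whose smallest p is 0.0079, also with 1 library left out, and both were chosen after seeing the data. Random lists matched on mean expression (10000, seed 1) and 100 splits of the libraries gave the background.

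The genes named were set by a rule. They are the genes that the paper names for the mouse RNA-sequencing in its text or in Figs 5A, 6 and S6A, and for each contrast the 8 largest rises and 8 largest falls. The latter had to pass, to have a mean of at least 100 and to move in the same direction on each of 5 days. Up to 4 members of each list with the largest changes, and counter-examples, were added. Some genes that the rule selects are not reported here. Values of the first part of S7 Table (fewer than 1 in 10 of its genes, among them the most strongly changed) were visible when the rule was written. The hormone genes and Ca2+ channel genes stand for measures of the text, and Ccnd2, Cdkn1b, Pdx1, Hmgb2, Ung and Cdc123 were chosen after their values were seen.

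The tests were tried on simulated data made from the libraries, with 200 changed genes in each contrast against GFP. With ca-Nfatc1, limma recovered 59.7% of changes of 0.5 on the log2 scale, 86.57% of changes of 1 and 98.48% of changes of 2, and 4.678% of its calls were false. With ca-Nfatc2 it recovered 52.24%, 91.04% and 98.48%, and 7.471% of its calls were false. The real contrasts called 8037 and 9703 genes, and the adjustment is less strict where more genes change. The simulated libraries also had no effect of the day. The shares recovered are therefore not those of the real data. Alternatives changed the pseudocount, the filter, the scaling (equal totals, TMM factors computed without weights, quantiles), the replicate block, the variance trend, the groups in the fit, the threshold and the set of libraries, and used the authors' deposited posterior probabilities in place of limma. Gene positions were taken from GENCODE vM21. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 made the tables and figures. Transcripts of the virus and of the islets' own Nfatc1 and Nfatc2 are not separated in values per gene. Human islets, protein, insulin secretion and proliferation were left out because the deposited data do not hold them.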

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

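The heat shock list, and the tests of GFP expression itself and of library size, were chosen only after the results were seen. Among the 8 largest rises and falls of each contrast were genes that the paper does not discuss. Each is given once, with the greatest of the log2 fold changes that ranked it there. Higher with ca-Nfatc1 than with GFP were S100a5 (9.64), Slc16a14 (8.53), 5430421N21Rik (8.19), Gbx1 (8.00), Arg2 (7.94), 1700016C15Rik (7.79), Sec14l3 (7.73) and Dkkl1 (7.55). Higher with ca-Nfatc2 than with GFP were 1810009J06Rik (10.07), Gm2663 (9.96), Cilp2 (9.32), Acan (9.16), Spink5 (9.13), Apoa1 (8.77) and Mug1 (8.74). Lower with ca-Nfatc1 than with GFP were Peg10 (-4.10), Anxa10 (-2.97) and Sema6a (-2.93), and lower with ca-Nfatc2 than with GFP Hspa1b (-4.80), Pdk4 (-4.15), Edn3 (-4.12), Hspa1a (-3.86), Avpr1b (-3.79) and Tmsb15b2 (-3.36). Between the ca-NFATs, Pgr15l (5.20), 4833423E24Rik (4.90), Bpifb1 (4.60) and Tnfsf8 (4.57) were higher with ca-Nfatc2, and Nccrp1 (-5.36), Krt19 (-4.53), Lrp4 (-3.60) and Vwce (-3.41) were lower.

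Hspa1b and Hspa1a belong to the heat shock genes, of which 19 of 21 were lower and 1 higher with ca-Nfatc1 (median log2 fold change -1.25, exact permutation test of the list mean p = 0.00794) and 16 and 1 with ca-Nfatc2 (median -0.70, p = 0.00794 by the same exact test). With an estimated correlation between genes, camera gave p = 0.0194 with ca-Nfatc1 and 0.0848 with ca-Nfatc2, where a preset correlation gave 1.9e-10 and 9.2e-06. The medians were -0.973 or lower with ca-Nfatc1 and -0.645 or lower with ca-Nfatc2 under 3 other scalings, and below -0.3 in 10 of 10 pairs of libraries of the same day, which argues against the choice among these scalings and against a single day or library. None of the scalings would show a change in the amount of RNA per islet, so that is not tested. Whether GFP itself raises these genes cannot be told apart from an effect of the ca-NFATs, since no islets without virus were sequenced, and the median difference between the ca-NFATs (0.415) does not decide. An effect of the ca-NFATs on these genes may remain, as a hypothesis that was not tested.

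ca-Nfatc2 replicate 4 lay furthest from its group, with a standard deviation of its log2 deviations of 0.366 against 0.205 to 0.302 in the other 14 libraries. Its depth of 19.0 M expected counts was within the 13.52 to 19.84 M of its group, which argues against library size, and its leukocyte markers had a median deviation from the other 4 libraries of -0.678, which argues against more leukocytes in that pool. Across genes, its deviation from replicates 3 and 5 correlated at 0.196 with the response of replicates 1 and 2 to ca-Nfatc2. The deviations of these 3 replicates from each other sum to 0, so a positive value in 1 of them does not need a stronger response in that one. Nfatc1 and Nfatc2 together took 0.533% of the counts in replicate 4, against 0.22% to 0.356% in the other 4 ca-Nfatc2 libraries. A stronger response to ca-Nfatc2 on that day may be the explanation. With 1 such library it stays open.

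Single values far from the other 4 of their group were looked for among the genes named, by Dixon's ratio on the log2 scale (above 0.71). Of 609 groups of 5 libraries, 32 (5.25%) held such a value, where chance gives about 5%, so no explanation is offered for them. The values are given in normalized expected counts, with the gene first. In GFP replicate 1 these were Cacna1b (151), Hhex (245) and Rcan1 (408). In GFP replicate 2 they were Cdkn2b (236). For GFP replicate 3 they were Arg2 (4.49) and Cacna1g (81.6). GFP replicate 4 had them for Apoa1 (5.55), Bpifb1 (0) and Hspa1b (15974). In GFP replicate 5 these were Pex5l (1456). In ca-Nfatc1 replicate 1 they were Ctrb1 (0), Nkx6-1 (1852) and Pparg (199.7). For ca-Nfatc1 replicate 2 they were Ins1 (159160) and Ppp3r1 (6068). ca-Nfatc1 replicate 3 had them for Gm2663 (259), Pdk4 (104) and Vwce (585). In ca-Nfatc1 replicate 4 these were Birc5 (21.9), Oasl1 (33.3) and Tmem163 (1196). In ca-Nfatc2 replicate 1 they were Cdk4 (4701) and Sesn2 (698). For ca-Nfatc2 replicate 2 they were Ezh2 (233) and Gmnn (131). ca-Nfatc2 replicate 3 had them for Foxm1 (165). In ca-Nfatc2 replicate 4 these were C1qb (13.3), Cdc20 (828), Cela1 (7.97), Igfbp4 (304), Lrp4 (139) and Pdcd1 (142).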

How the results depend on the processing

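Leaving out ca-Nfatc2 replicates 4 and 5 together, and ca-Nfatc1 replicates 2 and 4 together, was chosen only after the data were seen. The number of genes changed by ca-Nfatc1 was 7519 to 8256 when 1 library was left out, by ca-Nfatc2 9369 to 9788, between the ca-NFATs 6370 to 7195 and by either 10692 to 10990. In the same 15 fits pattern A held 870 to 1039 genes, B 2050 to 2411, C 3113 to 3458 and D 2877 to 3290, and 260 to 332 genes were higher with ca-Nfatc2 and lower with ca-Nfatc1. The T2D GWAS genes changed numbered 89 to 94, those with an eQTL on Chr 2 36 to 38, the genes of Fig 5A higher with ca-Nfatc2 20 to 20 and those lower with ca-Nfatc1 10 to 13. The camera calls of gene lists numbered 33 to 38, the list members past the threshold 1000 to 1049 and the NFAT family genes changed 4 to 5, and the correlation of the responses was 0.825 to 0.832. That correlation, 0.829, was 0.837 with a pseudocount of 0.5, 0.804 with a pseudocount of 10, 0.808 with no filter, 0.846 with a 75th percentile above 100 and 0.784 under quantile normalization, and the cause was not tested. With a 75th percentile above 100, where fewer genes are tested, 11 genes of Fig 5A were left higher with ca-Nfatc2 and 6 lower with ca-Nfatc1. At an adjusted p under 0.01 pattern D held 1913 genes, 156 genes were higher with ca-Nfatc2 and lower with ca-Nfatc1, 7 genes of Fig 5A were lower with ca-Nfatc1 and camera gave 22 calls. With at least a 2-fold change also required, which is a stricter rule by construction, ca-Nfatc1 changed 2125 genes, ca-Nfatc2 2877 and either 3336, and 1080 differed between the ca-NFATs. Patterns A to D then held 158, 441, 1318 and 330 genes, and 5 genes were higher with ca-Nfatc2 and lower with ca-Nfatc1. The same rule left 37 T2D GWAS genes, 19 with an eQTL on Chr 2, 3 NFAT family genes, 2 genes of Fig 5A lower with ca-Nfatc1 and 458 list members. With the day as a replicate block (the paired model), ca-Nfatc1 changed 9166 genes, ca-Nfatc2 10606 and either 11950, and 8262 differed between the ca-NFATs. Patterns A to D then held 1100, 2268, 3116 and 4593 genes. The counts of changed genes and those of patterns A and D lie above the ranges with 1 library left out. In the same model 503 genes were higher with ca-Nfatc2 and lower with ca-Nfatc1 and 253 the reverse, and the cause was not tested. The reverse was 151 at first, 119 to 156 when 1 library was left out, 67 at an adjusted p under 0.01 and 1 with at least a 2-fold change. By the authors' posterior probabilities, which use another model and threshold, pattern A held 518 genes. With an estimated correlation between genes, camera gave 5 calls in place of 37. Quantile normalization moved the median log2 fold change of ca-Nfatc1 from -0.0248 to -0.122 and that of ca-Nfatc2 from 0.00645 to -0.0989, and with ca-Nfatc1 3266 genes were then higher and 5272 lower (38.3% higher against 50.0%). With equal totals 4497 genes were higher and 3273 lower with ca-Nfatc1 (57.9% higher), and 5490 and 4173 with ca-Nfatc2 (56.8%).

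Each call of the genes named was recomputed in 3 contrasts. With quantile normalization 14 calls were gained and 13 lost, with the replicate block 26 and 0, with equal totals 1 and 10, and with TMM factors 1 and 1. Without ca-Nfatc2 replicates 4 and 5, 13 were gained and 31 lost, and 4701 genes were higher and 4335 lower with ca-Nfatc2. Without ca-Nfatc1 replicates 2 and 4 these were 5 and 29, and 3641 genes were higher and 3622 lower with ca-Nfatc1. No named call was reversed. edgeR with and without a replicate block, and DESeq2, were planned for whole counts. They were not run, because of the values below 20 implied counts only 84.1% to 87.0% were whole in each library, to within 0.01 of a count. With 5 libraries per group and the depth above, changes of 0.5 on the log2 scale were missed in part in the simulated data. These held far fewer changed genes than the real contrasts, so the share missed in the real data is not known.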

Differences from the paper's values

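Leaving out ca-Nfatc2 replicates 4 and 5 together, or ca-Nfatc1 replicates 2 and 4 together, was chosen only after the results were seen. The other alternatives were set before the data were examined, apart from the first part of S7 Table. The paper's pattern A holds 518 genes, the paper's value, where limma put 1005 genes in it. The paper's thresholds are those of its posterior probabilities, and the threshold here is an adjusted p of 0.05. Of the alternatives, 772 genes at an adjusted p under 0.01 and 518 genes by the authors' posterior probabilities come within 1.5 times of the paper's count. Under the other alternatives, each library left out in turn among them, it stays more than 1.5 times away.

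For Mcm10 with ca-Nfatc1 the paper's bar is about -0.18 in Fig 5A, read by eye, where the log2 fold change here was -0.83. With a pseudocount of 10 it was -0.52, which is within the spread between replicates, and the other alternatives leave it outside. For Mcm10 with ca-Nfatc2 the paper's bar is about 1.2 in Fig 5A, read by eye, where the log2 fold change here was 2.08, and none of the alternatives brings it within the spread. The other 19 genes of the figure are within their spread. The heights of the Mcm10 bars are also those of Ccne2 in the same figure, for which the values here were -0.18 and 1.23. The ratios to GFP in the authors' deposited table are 0.5384 and 4.368 for Mcm10, and 0.8815 and 2.357 for Ccne2. The Mcm10 bars therefore do not show the authors' own values for Mcm10, whichever model is used.

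Some statements of the paper on single genes differ from the values here. Of the 20 genes that Fig 5A shows, 12 were lower with ca-Nfatc1. Ccnb2, marked in the figure as lower with ca-Nfatc1, did not pass here (log2 fold change -0.60, limma adjusted p = 0.0967), but did under quantile normalization (limma adjusted p = 0.00448) and without ca-Nfatc2 replicates 4 and 5 (limma adjusted p = 0.0495). The paper's text on Fig 5 has Ccna2, Ccnb1, Ccnb2, Cdk1 and Aurkb as suppressed by ca-Nfatc1 in mouse islets, where its text on Fig 4D has such genes as suppressed or not altered. Ccna2 (log2 fold change -0.16, limma adjusted p = 0.583), Ccnb1 (log2 fold change -0.44, limma adjusted p = 0.235) and Cdk1 (log2 fold change -0.30, limma adjusted p = 0.306) did not pass, although Ccnb1 and Cdk1 did under quantile normalization (limma adjusted p = 0.0291 and 0.0146). Ccna1 was below the filter, at 1.75 at most in a library. The paper names it only among cell cycle genes changed by Dyrk1a suppression in rat islets, a response it calls similar to its own. Aurkb did not pass (log2 fold change -0.85, limma adjusted p = 0.0522), but did with the replicate block (limma adjusted p = 0.0243), under quantile normalization (limma adjusted p = 0.000223) and without GFP replicate 2, GFP replicate 4, ca-Nfatc1 replicate 2 or ca-Nfatc1 replicate 3 (limma adjusted p = 0.039, 0.0101, 0.0328 and 0.0359, in that order). The authors' deposited table puts Aurkb in pattern D, with a ratio to GFP of 0.4555 with ca-Nfatc1. Of the 6 cell cycle genes that the paper has as raised by ca-Nfatc2 and not altered by ca-Nfatc1, all 6 were higher with ca-Nfatc2 and 4 did not pass with ca-Nfatc1. Of these 4, Prc1 and Grb14 were lower with ca-Nfatc1 with the replicate block (limma adjusted p = 0.00268 and 0.0187) and under quantile normalization (limma adjusted p = 0.00827 and 0.00965). Prc1 was so too with only the groups compared (limma adjusted p = 0.0404) and without GFP replicate 4, ca-Nfatc1 replicate 5 or ca-Nfatc2 replicate 4 (limma adjusted p = 0.018, 0.0495 and 0.0438, in that order), and Grb14 without GFP replicate 1 (limma adjusted p = 0.0172). Tcf19 was lower (log2 fold change -0.58, limma adjusted p = 0.00263) and Cenpw higher (log2 fold change 0.64, limma adjusted p = 0.00145) with ca-Nfatc1, the latter not under quantile normalization (limma adjusted p = 0.0896). For Tcf19 the paper's text on Fig 4D has it as suppressed by ca-Nfatc1, so only its text on Fig 6A differs. The authors' deposited table puts both genes in pattern D, with ratios to GFP of 0.678 and 1.577 with ca-Nfatc1.

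The paper has Nkx6-1 as not regulated by the ca-NFATs, and here it was lower with ca-Nfatc2 (log2 fold change -0.54, limma adjusted p = 0.00252) while ca-Nfatc1 did not pass (log2 fold change -0.28, limma adjusted p = 0.0999). The latter was lower with the replicate block (limma adjusted p = 0.0108) and without GFP replicate 1 or GFP replicate 5 (limma adjusted p = 0.0269 and 0.0354, in that order). For Nkx6-1 the authors' EBSeq probability of no change was 0.205, above their threshold of 0.01, so model and threshold differ here. The paper has Munc13-1 among the genes raised, and here its gene Unc13a passed with neither (log2 fold change 0.24, limma adjusted p = 0.117 for ca-Nfatc1 and 0.12, limma adjusted p = 0.417 for ca-Nfatc2). That with ca-Nfatc1 passed with the replicate block (limma adjusted p = 0.0346) and without ca-Nfatc1 replicate 1 (limma adjusted p = 0.0457). For Unc13a the authors' probability of no change was 0.861, so their own threshold does not call it either. The paper also has L-, T- and N-type Ca2+ channels as raised. The T-type genes Cacna1g and Cacna1i rose with both and the L-type gene Cacna1c with ca-Nfatc2. With ca-Nfatc1, Cacna1c passed with the replicate block (limma adjusted p = 0.0136) and without ca-Nfatc1 replicate 1 (limma adjusted p = 0.0321), and the N-type gene Cacna1b passed with ca-Nfatc2 with the block (limma adjusted p = 0.0282). The rise of Cacna1b with ca-Nfatc1 (log2 fold change 0.38, limma adjusted p = 0.0413) was lost under quantile normalization (limma adjusted p = 0.189), with no filter and without the variance trend (limma adjusted p = 0.052 and 0.0544). It was also lost without GFP replicate 1, GFP replicate 2, ca-Nfatc1 replicate 3, ca-Nfatc1 replicate 4 or ca-Nfatc1 replicate 5 (limma adjusted p = 0.121, 0.0534, 0.0992, 0.0859 and 0.113, in that order). Against the statement, the L-type gene Cacna1d and the T-type gene Cacna1h were lower with ca-Nfatc2 (log2 fold change -0.73, limma adjusted p = 5.53e-05 for the first and -1.82, limma adjusted p = 1.92e-05 for the second). Tcf7l2, Kcnj11, Ghsr and Ucn3 moved as the paper states.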

Other observations

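The tests of endocrine share, the acute phase and red blood cell lists and the exact permutation test of list means, with and without single libraries, were chosen only after the results were seen. Lists are given as genes higher and lower with ca-Nfatc1 and then with ca-Nfatc2, with the numbers adjusted over the list alone in brackets, and p values are those of the exact permutation test (two-sided), for which 0.00794 is the smallest that 5 against 5 allow.

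Of 10 alpha cell genes, 1 and 6 (1 and 6) and 1 and 9 (1 and 9) were higher and lower (exact test p = 0.00794 for each), and a call of camera with ca-Nfatc2 (adjusted p = 0.00752) was lost with an estimated correlation (0.254). Irx1, Dpp4 and Slc7a2 fell, by 1.37, 1.29 and 1.32 with ca-Nfatc1 and by 1.93, 2.103 and 1.82 with ca-Nfatc2 on the log2 scale, while Gc rose by 1.55 and 1.58. The 2 PP cell genes gave 0 and 2 (0 and 2) and 0 and 2 (0 and 2) (exact test p = 0.00794 for each), and a call of camera with ca-Nfatc2 (adjusted p = 0.0386) was lost likewise (0.254). Pyy was changed by -2.06 and -2.53 (limma adjusted p = 3.09e-09 and 1.46e-10). Among 8 ductal cell genes the counts were 4 and 2 (4 and 2) and 5 and 2 (5 and 2) (exact test p = 0.00794 for each). The means were 1.44 and 0.90 and the medians 0.23 and 0.45, and camera did not call the list (adjusted p = 0.611 and 0.683), with Sox9 raised by 1.98 and 3.02 and Krt7 changed by -1.02 and -1.19 (limma adjusted p = 2.49e-08 and 2.21e-09). For 10 endothelial cell genes they were 1 and 1 (1 and 0) and 1 and 7 (1 and 7) (exact test p = 0.437 and 0.0159). With ca-Nfatc2, Emcn, Tek and Cdh5 were changed by -0.85, -0.69 and -0.69 and Esam by 0.90 (limma adjusted p = 1.21e-05, 0.00482, 0.000606 and 1.57e-07). Leukocyte genes, 13 in number, gave 1 and 2 (1 and 2) and 3 and 6 (3 and 7) (exact test p = 0.611 and 0.0159), with C1qa changed by -1.46 and -2.46 (limma adjusted p = 0.00174 and 7.08e-06) and C1qb with ca-Nfatc2 by -1.47 (limma adjusted p = 0.00238). Mesenchymal genes, 11 in number, gave 0 and 3 (0 and 2) and 0 and 6 (0 and 6) (exact test p = 0.667 and 0.0794), with Col1a1 and Col1a2 lower with ca-Nfatc2 (log2 fold change -1.13 and -0.90, limma adjusted p = 0.00252 and 0.000995). Of 13 genes low in mature beta cells, 3 and 4 (3 and 4) and 5 and 6 (5 and 6) were higher and lower (exact test p = 0.429 and 0.984), with Neurog3 changed by -2.19 and -2.23 (limma adjusted p = 1.23e-05 and 6.73e-06) and Igfbp4 by 1.09 and 1.13 (limma adjusted p = 1.77e-06 and 7.95e-07).

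Acinar cell genes, 11 tested of 21 listed, gave 6 and 3 (7 and 3) and 1 and 3 (1 and 3) (exact test p = 0.143 and 0.944). Cela1 was changed by -1.68 and -3.39 (limma adjusted p = 0.00372 and 2.77e-06) and Rnase1 by 1.72 and 1.45 (limma adjusted p = 8.96e-06 and 3.88e-05). Of the acinar genes higher with ca-Nfatc1, Ctrb1 was at 236 and 110.0 in replicates 2 and 4, and at 0, 53.3 and 59.1 in replicates 1, 3 and 5. Its rise (log2 fold change 3.11, limma adjusted p = 0.0413) was lost without GFP replicate 1, GFP replicate 2, GFP replicate 3, ca-Nfatc1 replicate 2, ca-Nfatc1 replicate 3, ca-Nfatc1 replicate 4 or ca-Nfatc1 replicate 5 (limma adjusted p = 0.074, 0.107, 0.0849, 0.117, 0.0759, 0.096 and 0.0777, in that order).

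Of 20 NFAT targets of immune cells 9 were tested, and 7 and 0 (7 and 0) and 8 and 0 (8 and 0) of these were higher and lower. Genes near 0 with GFP pass the filter only where they are higher with a ca-NFAT, so these numbers do not stand for the list. Pdcd1 was listed at 0 in all 5 GFP libraries, at 18.6 ± 3.95 with ca-Nfatc1 and at 76.1 ± 36.9 with ca-Nfatc2 (SD, n = 5), and Egr3 and Ptgs2 rose by 2.55 and 3.37 (limma adjusted p = 0.000176 and 5.93e-06) and by 1.89 and 3.13 (limma adjusted p = 2.46e-05 and 3.59e-08). The 21 immediate early genes gave 3 and 7 (3 and 7) and 8 and 9 (8 and 9) (exact test p = 0.738 and 0.0794), with a median log2 fold change of -0.08 and a mean of 0.34 with ca-Nfatc2. Atf3 was changed by -2.30 and -1.995 (limma adjusted p = 1.81e-07 and 6.91e-07) and Klf4 by -1.78 and -1.70 (limma adjusted p = 7.14e-09 and 9e-09). The 24 unfolded protein response genes gave 2 and 16 (2 and 16) and 3 and 20 (3 and 20) (exact test p = 0.00794 for each). The calls of camera (adjusted p = 0.00407 and 4.67e-05) were lost with an estimated correlation (0.526 and 0.254). Trib3 and Ero1lb were changed by -1.13 and -1.51 (limma adjusted p = 1.14e-05 and 2.18e-07) and by -0.88 and -1.398 (limma adjusted p = 0.000907 and 5.7e-06), and Dnajc3 was raised by 0.83 and 0.36 (limma adjusted p = 1.83e-08 and 0.000237). For 26 interferon response genes the counts were 7 and 6 (7 and 6) and 2 and 12 (2 and 11) (exact test p = 0.683 and 0.254). With ca-Nfatc2 the list mean was changed by -0.54 to -0.39 on 4 days and by 0.39 on the day of replicate 4, and by -0.291 over all and -0.4504 without that library (p = 0.0714 by the exact test). Ifit3 and Oasl1 were changed by -1.10 and -1.68 (limma adjusted p = 0.00963 and 0.00025) and by -1.06 and -1.36 (limma adjusted p = 0.00105 and 7.27e-05). For 19 p53 targets they were 1 and 9 (2 and 11) and 7 and 9 (7 and 10) (exact test p = 0.00794 and 0.603). The camera call with ca-Nfatc1 (adjusted p = 0.0393) was lost with an estimated correlation (0.526). Sesn2 was changed by -1.21 and -1.18 (limma adjusted p = 1.85e-06 and 1.62e-06) and Eda2r with ca-Nfatc2 by 1.88 (limma adjusted p = 7.42e-10).

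Of 19 cholesterol synthesis genes, 11 and 3 (11 and 3) and 12 and 4 (12 and 4) were higher and lower (exact test p = 0.00794 for each). Both calls of camera (adjusted p = 0.0321 and 0.0414) were lost with an estimated correlation (0.526 and 0.254). Dhcr7 was raised by 1.50 and 1.01 (limma adjusted p = 3.14e-09 and 3.95e-07). The 22 glycolysis genes gave 5 and 9 (5 and 11) and 13 and 3 (13 and 3) (exact test p = 0.762 and 0.00794), with Eno1 and Pfkp raised by 1.60 and 1.14 (limma adjusted p = 1.05e-11 and 9.8e-10) and by 0.75 and 1.39 (limma adjusted p = 9.75e-07 and 1.99e-10), and Ldha with ca-Nfatc2 by 1.15 (limma adjusted p = 2.91e-05). Housekeeping genes, 15 in number, gave 2 and 5 (2 and 5) and 5 and 4 (5 and 4) (exact test p = 0.0476 and 0.0397), with Gusb changed by 1.796 and 1.28 (limma adjusted p = 1.28e-11 and 1.2e-09). Growth factor and receptor genes, 29 in number, gave 10 and 7 (10 and 7) and 9 and 7 (9 and 7) (exact test p = 0.00794 and 0.0556). The means were 0.44 and 0.28 and the medians 0.04 and -0.17, and camera did not call the list (adjusted p = 0.611 and 0.937). Ereg and Igf2 were raised by 3.18 and 3.00 (limma adjusted p = 5.8e-06 and 7.55e-06) and by 2.44 and 1.87 (limma adjusted p = 1.41e-10 and 4.1e-09). Of 20 acute phase and cytokine genes, 11 and 12 were higher with ca-Nfatc1 and ca-Nfatc2 and 0 lower (exact test p = 0.00794 and 0.0238). By camera p was 0.00382 and 0.00772 with a preset correlation and 0.447 and 0.483 with an estimated one. Of 4 red blood cell genes 0 passed in limma, and 0 had an unadjusted p under 0.05 in either contrast (exact test p = 0.492 and 0.548), although hemoglobin genes took 0.705% of the counts in ca-Nfatc2 replicate 5.

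Some lists passed the exact test and were not called by camera with the preset correlation. With ca-Nfatc1 these also include the alpha, PP and housekeeping lists (adjusted p = 0.059, 0.0673 and 0.334), and with ca-Nfatc2 the endothelial, leukocyte, glycolysis and housekeeping lists (0.116, 0.266, 0.0817 and 0.683). With the day as a replicate block, camera did call the alpha list with ca-Nfatc1 (camera adjusted p = 0.04). It also called the endothelial and glycolysis lists with ca-Nfatc2 (camera adjusted p = 0.0384 and 0.049), and the others were still not called. The exact test does not use the pairing by day. With ca-Nfatc2 the list mean was lower for mesenchymal genes and higher for immediate early and growth factor genes on 5 of 5 days, although none of these passed. Without 1 library, the exact test gave other calls at 0.05 for these lists. With ca-Nfatc1, the acinar list passed without ca-Nfatc1 replicate 1 (p = 0.0317 by the exact test). With ca-Nfatc2, the immediate early list passed without ca-Nfatc2 replicate 1 (p = 0.0238 by the exact test) and the growth factor list without GFP replicate 5 or ca-Nfatc2 replicate 1 (p = 0.0317 and 0.0397 by the exact test). The acute phase list did not pass with ca-Nfatc2 without GFP replicate 1, 2 or 3 (p = 0.0556 by the exact test for each). The housekeeping list did not pass with ca-Nfatc1 without any of GFP replicates 1, 2, 4 and 5 and ca-Nfatc1 replicates 2 to 5 (p = 0.0556 to 0.103 by the exact test), nor with ca-Nfatc2 without any of GFP replicates 2 to 4 and ca-Nfatc2 replicates 1, 3, 4 and 5 (p = 0.0556 to 0.0794 by the exact test).

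The 48 markers of beta, alpha, delta and PP cells had a median log2 fold change of -0.876 with ca-Nfatc1 and -1.38 with ca-Nfatc2. If a lower share of endocrine cells were the whole cause, markers of the other cells should be higher. The median of the endothelial, mesenchymal and leukocyte markers was -0.178 with ca-Nfatc1 (-0.269 to -0.0711 over the days) and -0.598 with ca-Nfatc2 (-0.716 to -0.455). This argues against a lower share relative to these cells as the whole cause. Ductal and acinar markers were left out of this set. Their medians were 0.231 and 2.25 with ca-Nfatc1 and 0.447 and 0.254 with ca-Nfatc2. A lower share relative to duct or acinar cells therefore stays open. Under equal totals, TMM factors and quantile normalization the median of the endocrine markers was -0.812 or lower, which argues against the choice among these scalings as the cause. None of them would show a change in the amount of RNA per islet, so that is not tested. A change inside the endocrine cells may remain as an explanation and was not tested.

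Chance was examined with 100 splits of the libraries into groups of the same sizes, the real one included. For 9 results the real value was the largest and was reached by 1 of the 100, the real split itself. These are the genes changed by ca-Nfatc1 (8037, highest other 466), by ca-Nfatc2 (9703, highest other 2081), between the ca-NFATs (6974, highest other 0) and by either (10989, highest other 3481), and patterns A, B, C and D (1005, 2273, 3271 and 3300, highest other 0, 1, 0 and 0). They also include the 321 genes higher with ca-Nfatc2 and lower with ca-Nfatc1 (highest other 0). Splits that mix the groups put the real differences into the spread, so they test only whether the groups differ at all. At 1 in 100, the least they allow, they speak against groups that do not differ. They do not test how genes were assigned to the patterns or to the 321. The T2D GWAS genes changed (93, highest other 33) and those with an eQTL on Chr 2 (37, highest other 18) were each reached by 1 of the 100 too, but these counts follow the number of genes changed overall, so the splits do not set these sets apart from other genes (Fisher's exact test p = 0.576 and 0.513). The genes of Fig 5A (20, reached by 1 of the 100, highest other 0) were chosen by the study on these libraries, so for them the splits are no test of chance. For the camera calls of the gene lists chance cannot be excluded, since 7 of the 100 splits reached the real value of 37 and the highest other was 40. Of 16 splits that part the libraries of every day, as the real one does, the highest other was 0 for each of the 3 contrasts and 2596 for genes changed by either ca-NFAT.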
